# Acetylation-triggered degradation of MSX1 impairs palatal development

**DOI:** 10.1038/s41420-026-03018-w

**Published:** 2026-03-19

**Authors:** Li Meng, Jiawen You, Zhongyin Zhang, Yucheng Jiang, Yulan Liu, Mingliang Zhou, Junqing Ma, Xinquan Jiang

**Keywords:** Epigenetics, Development, Proteolysis, Gene therapy, Cell growth

## Abstract

Cleft palate, a prevalent congenital disorder, arises from dysregulated embryonic palatal fusion, but the posttranslational modifications (PTMs) driving this process remain poorly understood. Here, we report that lysine acetylation is a critical MSX1 proteostasis switch that governs embryonic palatal mesenchymal (EPM) cell survival. We demonstrate in vitro and in vivo that MSX1 protein stability regulation by deacetylase SIRT1-catalyzed acetylation underlies EPM apoptosis and palatal fusion. In atRA-induced cleft palate models, SIRT1 suppression drives MSX1 hyperacetylation, accelerating proteasomal degradation and culminating in EPM apoptosis. Strikingly, transcriptomic profiling revealed the exclusive proteostatic role of acetylation, indicating that MSX1’s structural stability differs from its transcriptional activity—a paradigm distinct from that of classic PTM mechanisms during development. Lentivirus-mediated delivery of the deacetylase SIRT1 or the deacetylation mimic MSX1 K139R significantly reduced cleft severity, indicating its preventive and therapeutic potential in humans. Our work establishes the MSX1 acetylation as both a pathogenic driver and a druggable target in cleft palate, redefining PTM regulation as a central etiological factor in genetic disorders.

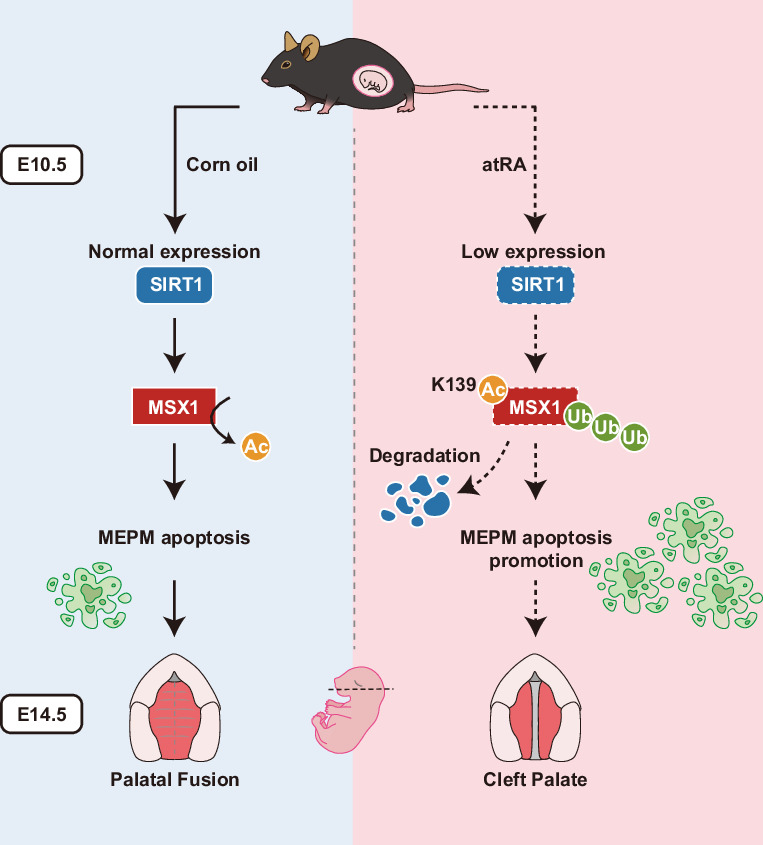

## Introduction

Cleft palate, one of the most prevalent congenital craniofacial defects, substantially affects neonatal respiratory function, oropharyngeal development, and long-term psychosocial well-being [1]. It occurs in approximately 1–25 cases per 10,000 births worldwide [2]. This developmental anomaly arises from the disruption of palatal fusion, a precisely orchestrated morphogenetic process requiring spatiotemporal coordination of EPM cell migration, proliferation, and apoptosis [3]. While both genetic factors and environmental teratogens contribute to cleft palate pathogenesis [4], recent advances have indicated that the dysregulation of key morphogenetic regulators is central to disease etiology [5].

Muscle segment homeobox 1 (MSX1) has emerged as a pivotal regulator of craniofacial morphogenesis through transcriptional control of epithelial‒mesenchymal interactions [5, 6]. Genetic studies in humans have identified more than 10 pathogenic MSX1 variants, accounting for 2% of all cleft palate cases [7–9]. Msx1^-/-^ embryos exhibit a complete cleft secondary palate with concomitant tooth bud arrest and defective cranial neural crest differentiation [6]. Spatiotemporal expression analyses revealed the dynamic localization of Msx1 in the anterior palatal mesenchyme during critical fusion windows (E12.5–E14.5) [5, 10], indicating that Msx1 is a master regulator of palatogenesis. Despite these advances, the posttranslational regulatory mechanisms that fine-tune MSX1 activity during palatal development remain unknown.

Posttranslational modifications (PTMs) have recently emerged as critical modulators of homeodomain transcription factor function. While MSX1 phosphorylation modulates limb patterning through BMP signaling [11] and SUMOylation regulates its nucleocytoplasmic shuttling [12–14], the functional importance of lysine acetylation, a ubiquitous PTM that governs transcriptional complex assembly [15], remains unexplored. This knowledge gap is particularly intriguing given the physical interaction of MSX1 with CBP/p300 acetyltransferases [16], which are enzymatic mediators of 2/3 nuclear acetylation events [17]. We hypothesize that dynamic acetylation‒deacetylation cycles may critically regulate MSX1 protein stability and transcriptional repressor activity during palatal morphogenesis.

Here, we identify MSX1 deacetylation as a novel regulatory process controlling MSX1 stability in EPM cells using an all-trans retinoic acid (atRA)-induced cleft palate model. Through site-directed mutagenesis and protein functional assays, we demonstrated that acetylation at lysine 139 (K139) triggers ubiquitin–proteasomal degradation of MSX1, resulting in accelerated EPM apoptosis and failure of palatal shelf fusion. Crucially, pharmacological SIRT1 activation or acetylation-resistant MSX1 K139R mutation significantly rescued atRA-induced palatal defects. These findings establish MSX1 acetylation dynamics as a molecular nexus integrating genetic susceptibility (MSX1 variants) and environmental teratogenesis (atRA exposure), not only elucidating a novel PTM regulatory mechanism underlying cleft palate pathogenesis but also revealing pharmacologically targetable pathways for prevention.

## Results

### AtRA induces cleft palate through aberrant MEPM apoptosis via MSX1 acetylation

To investigate the pathogenic mechanism of cleft palate, we established an atRA (100 mg/kg)-induced cleft palate model by administering atRA to pregnant mice by gavage on embryonic day 10.5 (E10.5) [18], which resulted in cleft palate in 99.13% of cases by E15.5 (Fig. 1A). Histological analysis revealed no elevation of the bilateral palatal shelves at E14.5, and the elevated palate shelves were smaller in the atRA group than in the control group and thus failed to attach to the midline at E15.5 (Fig. 1B).

**Fig. 1:**
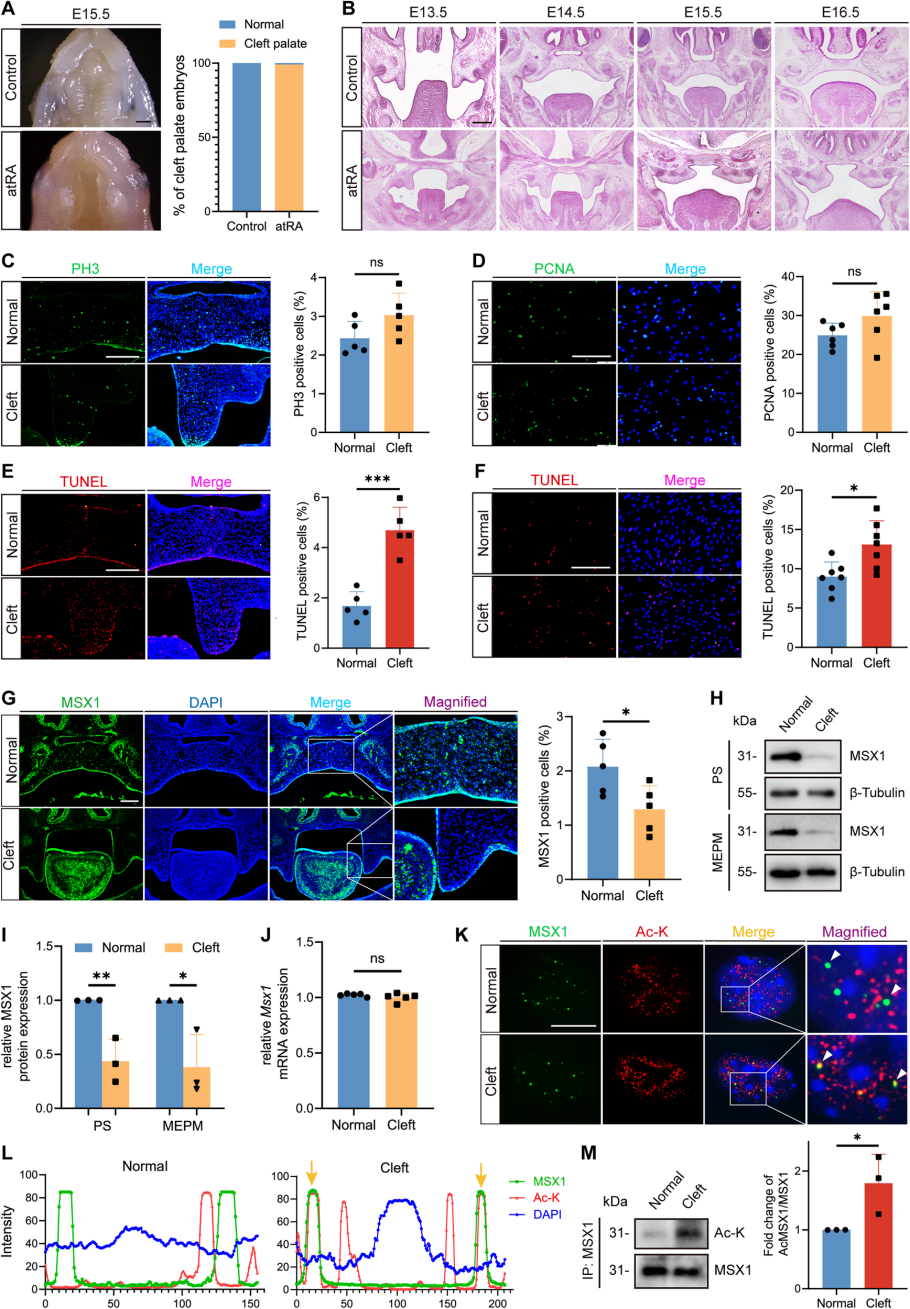
AtRA induces cleft palate through aberrant MEPM cell apoptosis and MSX1 acetylation. **A** Ventral view of the palatal shelves in Control and atRA treated mice at E15.5 and quantification of cleft palate rate of embryos. Bars, 200 µm. *n* = 115. **B** HE staining of palatal shelves from E13.5 to E16.5. Bars, 200 µm. **C** PH3 immunostaining (green) of palatal shelves from E14.5 embryos and quantitative analysis. Bars, 200 µm. *n* = 5. **D** PCNA immunostaining (green) of MEPM cells extracted from E14.5 embryos and quantitative analysis. Bars, 200 µm. *n* = 6. **E** TUNEL staining (red) of palatal shelves from E14.5 embryos and quantitative analysis. Bars, 200 µm. *n* = 5. **F** TUNEL staining (red) of MEPM cells extracted from E14.5 embryos and quantitative analysis. Bars, 200 µm. *n* = 7. **G** Immunofluorescent staining of MSX1 (green) of palatal shelves in E14.5 mice, and quantification of MSX1 positive cells. Bars, 200 µm. *n* = 5. **H** Western blot analysis of protein expression of MSX1 in palatal shelves and MEPM cells extracted from embryos. **I** Quantification of MSX1 protein level in palatal shelves and MEPM cells extracted from embryos. *n* = 3. **J** qRT-PCR analysis of mRNA expression of *Msx1* in total RNA extracted from palatal shelves of E14.5 embryos. *n* = 5. **K** Immunofluorescence staining of MSX1 (green) and Ac-lysine (red) in MEPM cells extracted from embryos. The white arrows indicate colocalization. Bars, 10 µm. **L** Colocalization analysis of MSX1 and Ac-K. **M** Acetylation of endogenous MSX1 in palatal shelf tissues from embryos by IP assay, and quantification of acetylated MSX1 protein level. *n* = 3. PS, palatal shelves. Ac-K, Ac-lysine. Data are presented as the mean ± standard deviation (Mean ± SD). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

Strikingly, functional characterization of MEPM cells revealed that while proliferation was comparable between the groups (Fig. 1C, D), apoptosis was markedly increased in cleft palate, both in vivo (Fig. 1E) and in primary MEPM cell cultures (Fig. 1F; Supplementary Fig. 1A).

To determine the role of MSX1 in the regulation of MEPM cell apoptosis, we analyzed MSX1 expression and detected significantly reduced protein levels in the cleft palate group (Fig. 1G–I) despite the lack of change in mRNA levels (Fig. 1J), suggesting the possibility that protein stability is regulated via PTMs. Short hairpin RNA (shRNA)-mediated MSX1 knockdown in MEPM cells recapitulated the apoptotic phenotype (Supplementary Fig. 1B–E), indicating that MSX1 protein stability is critical for suppressing MEPM cell apoptosis and promoting palate development.

Given that global lysine acetylation increased by more than 1.56- and 1.6-fold at E13.5 and E14.5, respectively, in cleft palate (Supplementary Fig. 1F) and that MSX1 is known to interact with the acetyltransferase CBP/p300 [19, 20], we hypothesized that acetylation-mediated destabilization occurred. Immunofluorescence confirmed the increase in the colocalization of MSX1 with acetylated lysine (Ac-K) in cleft palate (Fig. 1K, L), whereas immunoprecipitation (IP) assays revealed a 1.8-fold increase in MSX1 acetylation (Fig. 1M).

Collectively, these findings demonstrate that atRA-induced cleft palate results from MSX1 acetylation-mediated protein destabilization, leading to excessive MEPM cell apoptosis.

### MSX1 is deacetylated by SIRT1 at K139

To elucidate the regulatory mechanism of MSX1 acetylation, we first validated its acetylation dynamics in both endogenous and exogenous contexts. Treatment of primary MEPM cells with the deacetylase inhibitors NAM (a SIRT family inhibitor) and TSA (an HDAC inhibitor) markedly increased MSX1 acetylation, with NAM having a stronger effect, and this change was accompanied by reduced protein levels (Fig. 2A). Similarly, the acetylation of exogenous MSX1-transfected 293 T cells increased upon NAM treatment (Fig. 2B), indicating the regulation of conserved acetylation.

**Fig. 2:**
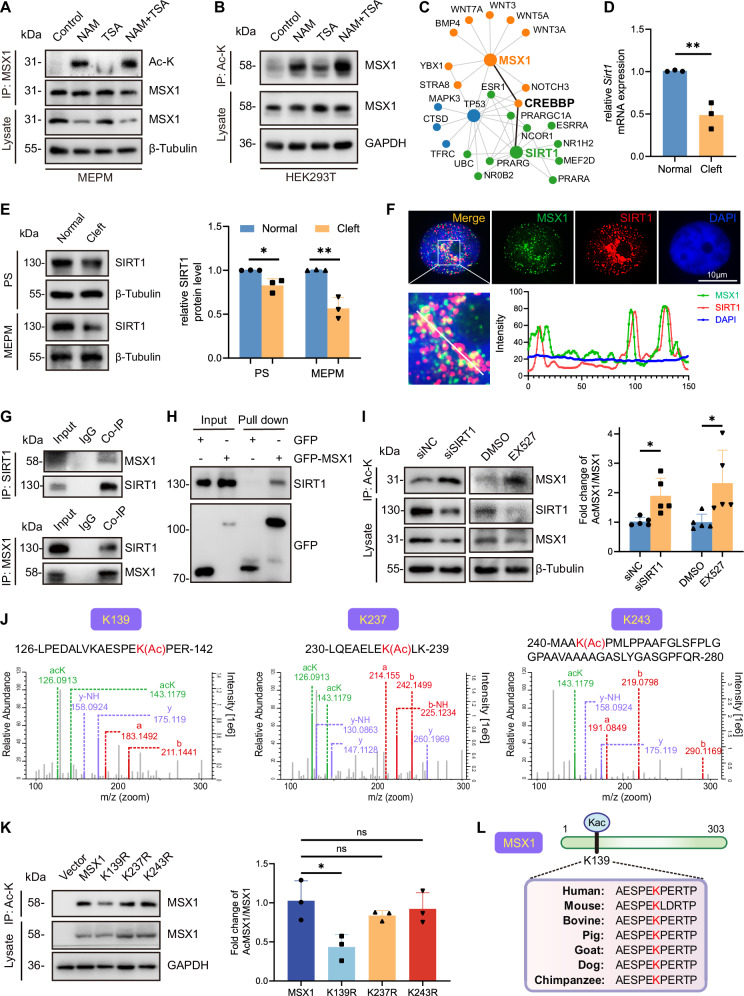
MSX1 is deacetylated by SIRT1 at K139. **A** Acetylation of endogenous MSX1 in MEPM cells treated with 500 nM TSA or 20 mM NAM for 6 h by IP assay. **B** Acetylation of exogenous GFP-MSX1 in HEK293T cells treated with 500 nM TSA or 20 mM NAM for 6 h by IP assay. **C** Bioinformatic analyses of potential interacting proteins of MSX1. **D** qRT-PCR analysis of mRNA expression of *Sirt1* in total RNA extracted from palatal shelves of E14.5 embryos. **E** Western blot analysis of protein expression of SIRT1 in palatal shelves and MEPM cells respectively extracted from embryos. *n* = 3. **F** Immunofluorescence staining of MSX1 (green) and SIRT1 (red) in MEPM cells, and colocalization analysis of MSX1 and SIRT1. **G** Co-IP analysis of MSX1 with SIRT1. **H** In vitro GFP pulldown analysis of MSX1 and SIRT1. **I** IP analysis of MSX1 acetylation level in MEPM cells transfected with normal control siRNA (siNC) or SIRT1 siRNA (siSIRT1), or treated with DMSO or 10 µM EX527 for 24 h, followed by quantification analysis, *n* = 5. **J** Potential acetylation sites in MSX1 analyzed by mass spectrometry. **K** IP analysis of MSX1 acetylation level in MEPM cells transfected with Vector, full-length GFP-MSX1 or K139R, K237R, K243R mutants, and quantification analysis. *n* = 3. **L** Alignment of MSX1 protein sequence across different species. TSA, Trichostatin A. NAM, Nicotinamide. PS, palatal shelves. Ac-K, Ac-lysine. Data are presented as the mean ± standard deviation (Mean ± SD). ns not significant, *p < 0.05, **p < 0.01.

The STRING database was used to predict interactions among MSX1, the acetyltransferase CBP, which mediates more than 2/3 of the known types of lysine acetylation [17], and the deacetylase SIRT1, the most extensively studied member of the SIRT family [21] (Fig. 2C). Although MSX1 colocalized and interacted with CBP/p300 in MEPM cells (Supplementary Fig. 2A–C), its expression remained unaltered in cleft palate (Supplementary Fig. 2D, E), suggesting that pathological MSX1 hyperacetylation might stem from defective deacetylase activity. Notably, both SIRT1 mRNA levels and SIRT1 protein levels were significantly reduced in cleft palate tissues, with concordant downregulation in primary MEPM cells (Fig. 2D, E, Supplementary Fig. 2F).

Given that (1) NAM targets SIRT family members, (2) MSX1 and SIRT1 are predicted to interact, (3) SIRT1 is downregulated in cleft palate, and (4) Sirt1-null mice exhibit palatal defects [22], we hypothesized that SIRT1 plays an important role in regulating palatal development through MSX1 acetylation. Mechanistically, immunofluorescence revealed the nuclear colocalization of MSX1 and SIRT1 in the nuclei of MEPM cells (Fig. 2F), whereas coimmunoprecipitation (co-IP) confirmed the interaction between MSX1 and SIRT1 (Fig. 2G); moreover, GFP pulldown with the purified MSX1 protein confirmed direct binding (Fig. 2H, Supplementary Fig. 2G). Deacetylase inhibition with siSIRT1 or SIRT1 inhibition with EX527 significantly increased MSX1 acetylation and accelerated protein degradation, whereas SIRT1 knockdown did not significantly affect the mRNA level of MSX1 (Fig. 2I, Supplementary Fig. 2H–J), indicating that SIRT1 is the dominant deacetylase.

Mass spectrometry revealed three putative acetylation sites, K139, K237 and K243 (Fig. 2J), in MSX1, with K139 being the dominant site, as evidenced by the abolished acetylation of K139R mutants (Fig. 2K). To further confirm this finding, we generated a series of GFP-tagged MSX1 truncation mutants (Δ43-79, Δ79-172, and Δ172-239) (Supplementary Fig. 3A). Co-IP assays in which these mutants were coexpressed with Flag-SIRT1 revealed that compared with the other trunction mutants and MSX1 wild type, the Δ79-172 mutant, which lacks a region containing K139, strongly weakened the interaction with SIRT1 compared to the other truncation mutants and MSX1 wild type (Supplementary Fig. 3B). The results of the GFP pulldown assay consistently demonstrated that the binding of the Δ79-172 mutant to SIRT1 was significantly reduced (Supplementary Fig. 3C), confirming that SIRT1 interacts with MSX1 specifically within the region spanning residues 79-172, which contains the identified acetylation site K139. In addition, evolutionary analysis revealed strong conservation of the K139 residue across vertebrates, suggesting its critical functional preservation (Fig. 2L).

These findings indicate that SIRT1-mediated deacetylation at K139 is an essential regulatory switch that controls MSX1 protein homeostasis during palatogenesis.

### MSX1 lysine acetylation drives MEPM cell apoptosis

To investigate the functional impact of MSX1 acetylation on MEPM apoptosis, we genetically modulated SIRT1 expression and mimicked MSX1 acetylation. SIRT1 knockdown in MEPM cells increased the percentage of TUNEL-positive cells (Fig. 3A), and flow cytometry confirmed a 2.6-fold increase in the number of apoptotic cells (Fig. 3B, C), indicating that SIRT1 deficiency recapitulates the apoptotic phenotype observed in the cleft palate model.

**Fig. 3:**
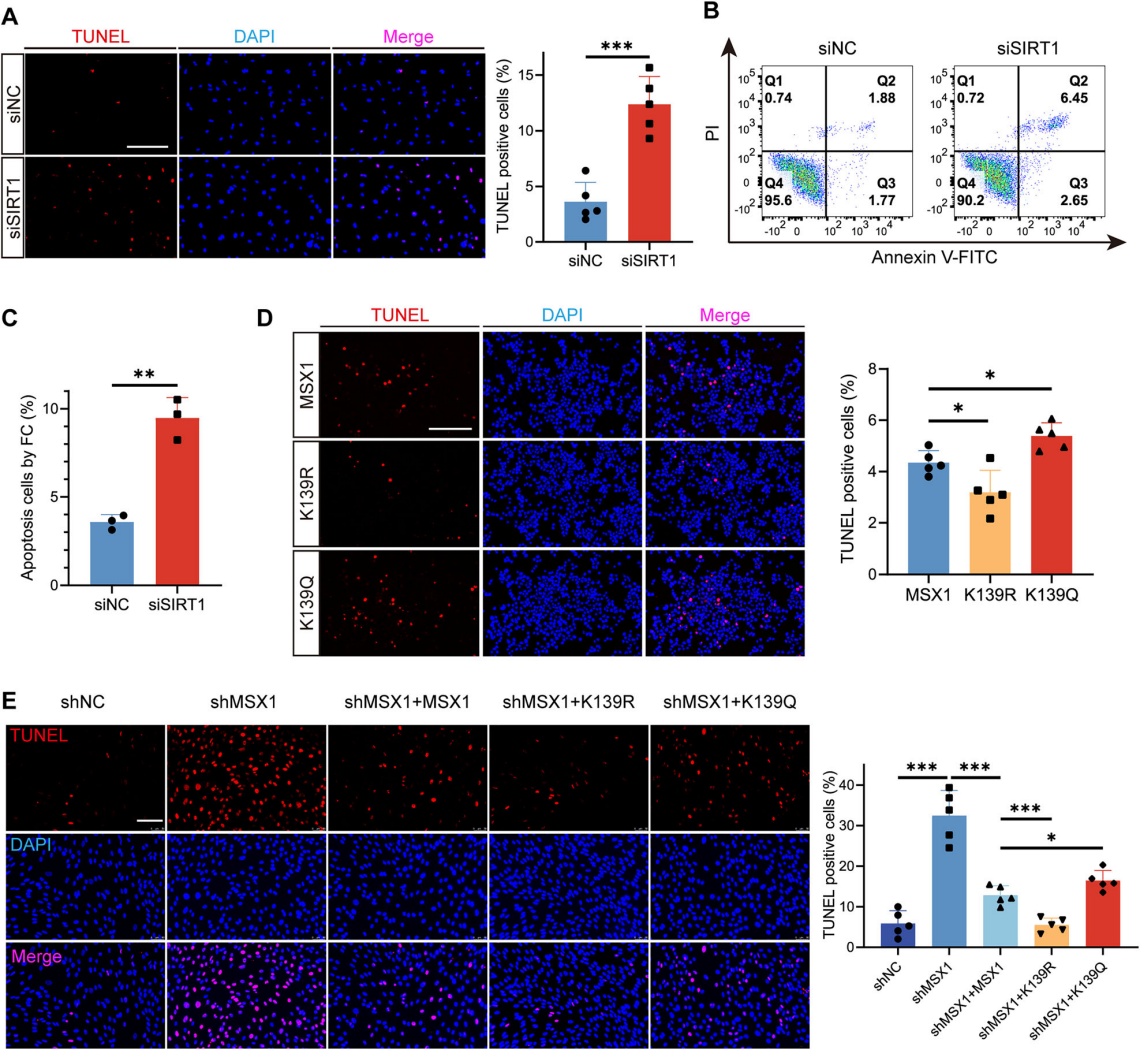
MSX1 lysine acetylation drives MEPM apoptosis. **A** TUNEL staining (red) of MEPM cells transfected with siNC or siSIRT1. Bars, 200 µm. *n* = 5. **B** Flow cytometry analysis of cell apoptosis in MEPM cells transfected with siNC or siSIRT1. **C** Quantitative analysis of flow cytometry. *n* = 3. **D** TUNEL staining (red) of MEPM cells transfected with MSX1 full-length (MSX1), K139R and K139Q mutants. **E** TUNEL staining (red) of MEPM cells transfected with normal control shRNA (shNC), MSX1 shRNA (shMSX1) and combinations of shMSX1 and MSX1, K139R or K139Q mutants. Bars, 200 µm. *n* = 5. Data are presented as the mean ± standard deviation (Mean ± SD). *p < 0.05, **p < 0.01, ***p < 0.001.

We next directly tested the functional consequences of MSX1 acetylation by generating K139R (deacetylation mimic) and K139Q (acetylation mimic) mutants. Compared with wild-type MSX1, K139R reduced the percentage of TUNEL-positive cells to 3.19 ± 0.86% (vs. WT: 4.65 ± 0.26%), whereas K139Q increased the percentage of apoptotic cells to 5.26 ± 0.70% (Fig. 3D). These results demonstrate that the acetylation status of K139 is sufficient to modulate MEPM cell survival.

To definitively establish the functional hierarchy of K139 acetylation independent of endogenous MSX1, we performed a knockdown and rescue experiment. Depletion of endogenous MSX1 expression significantly increased apoptosis, and re‑expression of wild‑type MSX1 partially restored cell survival. Strikingly, the K139R mutant provided the strongest rescue, significantly outperforming wild‑type MSX1, while the K139Q mutant showed only a partial rescue effect (Fig. 3E). This genetic epistasis experiment in a clean background confirms that the acetylation status at K139 is a primary determinant of the antiapoptotic function of MSX1.

To elucidate the mechanism through which MSX1 regulates apoptosis, we then performed qRT–PCR in MSX1-knockdown cells (shMSX1). Consistent with a pro-survival role, MSX1 depletion led to a significant downregulation of the antiapoptotic gene Bcl2 and upregulation of the proapoptotic gene Caspase 3. The expression of Bax and P21 lacked significant change (Supplementary Fig. 4A). These findings identify Bcl2 and Caspase 3 as direct or indirect targets of MSX1 in the palatal mesenchyme, providing a molecular explanation for the apoptotic phenotype observed upon MSX1 loss or destabilization.

Together, these data demonstrate that SIRT1 maintains MEPM cell survival by restraining MSX1 acetylation at K139, and that hyperacetylation of this residue drives MEPM apoptosis, indicating that MSX1 K139 is a critical functional switch in palatal cell fate determination.

### Lysine acetylation of MSX1 promotes proteasomal degradation

To determine the functional impact of MSX1 acetylation, we integrated transcriptomic profiling and protein stability assays. 

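RNA was sequenced from 12 libraries of cells named as palatal mesenchymal, 3 for each of the empty vector, MSX1, K139R and K139Q plasmids. K139R replaces lysine 139 of MSX1 with arginine, which cannot be acetylated, and K139Q replaces it with glutamine, which resembles acetylated lysine. The paper names the cells as MEPM cells, which are embryonic palatal mesenchymal cells of the mouse. The deposited labels name HEPM cells, their human counterpart, and every gene identifier in the deposited table is a human one. The labels also give a time of 8 h, and their library names for the K139R and K139Q groups carry a substitution at another residue than their titles do. The titles, which match the paper's groups, were followed. The labels number the replicates within each group, and for the MSX1 group the numbers in the titles and in the library names differ for 2 of the 3 libraries.
The deposited table lists 666 genes, 480 with a higher and 186 with a lower mean in the MSX1 group than in the empty vector group. It holds no counts and no values for other genes. Each gene was scaled by the authors to a mean of 0 and an SD of 1 over the 12 libraries, after the natural logarithm of the expression value plus 1. The expression values, rounded by the authors to steps of 0.01, could be recovered from this scaling for 665 of the 666 genes. RN7SL1 could not be recovered and was left out. The labels name RSEM as the tool behind the values, whereas the paper's methods name featureCounts. The unit of the values and the number of reads obtained per library are given by neither, and the paper's methods give only a target depth, so no counting error is attached to a value and each is written here as an expression value. A value near 0 is less precise than its SD among 3 libraries shows.
The 533 genes with a mean of at least 1 in at least one group were tested with limma on log2(value + 1), with all 12 libraries in one fit and p adjusted by the Benjamini-Hochberg method over these genes. Each log2 fold change from limma is a difference of group means on this scale. For low values it is smaller in size than the ratio of the expression values themselves. The authors chose the listed genes for their difference between the MSX1 and empty vector groups in these same libraries. Counts and directions for that comparison are therefore not independent evidence, and the adjusted p covers the listed genes only.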

RNA-seq of MEPM cells transfected with an empty vector, MSX1, K139R (deacetylation mimic), or K139Q (acetylation mimic) plasmid revealed a total of 38030 genes and 178770 transcripts (Fig. 4A). Gene expression clustering analysis and principal component analysis (PCA, PC1 = 30.34%, PC2 = 15.96%) revealed highly similar expression profiles among the MSX1, K139R and K139Q groups (Fig. 4A–C). 

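MSX1 transcripts were far higher in the 3 MSX1 plasmid groups than in the empty vector group. MSX1 (ENSG00000163132) had an expression value of 18.7 ± 1.57 (SD, n = 3) in the empty vector group, 6062 ± 1220 in the MSX1 group, 8861 ± 4130 in the K139R group and 10150 ± 3251 in the K139Q group. The stress-inducible chaperone HSPA6 was at 69.0 ± 9.64 in the empty vector group and at 734 ± 68.2, 456.5 ± 198 and 795 ± 266 in the MSX1, K139R and K139Q groups. The linker histone gene H1-2 was at 141 ± 14.6 in the empty vector group, 62.2 ± 5.33 in the MSX1 group, 102 ± 4.66 in the K139R group and 111 ± 6.32 in the K139Q group. TIPARP, an ADP-ribosyltransferase induced through the aryl hydrocarbon receptor, was at 24.1 ± 3.91, 8.43 ± 0.750, 18.8 ± 7.08 and 11.6 ± 1.69 in the same order.
The log2 fold change of MSX1 over the empty vector group was 8.25 in the MSX1 group, 8.72 in the K139R group and 8.97 in the K139Q group (standard error 0.29 each, adjusted p = 3.3e-11, 1.5e-11 and 1e-11 from limma). No library of these groups overlapped the empty vector libraries (exact two-sided permutation test, p = 0.1 each, the smallest p that 3 libraries against 3 allow). These values count plasmid and endogenous transcripts together. MSX1 did not pass limma between K139R and MSX1 (log2 fold change 0.47, adjusted p = 0.31 from limma, exact permutation p = 0.4) or between K139Q and MSX1 (log2 fold change 0.72, adjusted p = 0.25 from limma), where the exact permutation p was 0.1, again the smallest possible.
The 362 genes that passed limma's adjusted p of 0.05 as higher in MSX1 than in the empty vector group had a mean log2 fold change of 1.03 in MSX1, 0.91 in K139R and 0.98 in K139Q. Of these, 360 were higher in K139R and 362 in K139Q by the group means. The 118 genes that passed as lower had a mean log2 fold change of -0.86 in MSX1, -0.34 in K139R and -0.48 in K139Q, and 99 and 110 of them were lower in K139R and in K139Q. For the lower genes, the mean change per library was -0.87 ± 0.02 (SD, n = 3) in MSX1, -0.34 ± 0.10 in K139R and -0.49 ± 0.10 in K139Q (exact two-sided permutation test against MSX1, p = 0.1 each, the smallest p possible). These genes had been chosen for their change in the same MSX1 and empty vector libraries.
Across the 533 genes, the mean Euclidean distance on the log2 scale from an empty vector library was 26.0 to MSX1, 23.9 to K139R and 25.0 to K139Q libraries. It was 14.4 between MSX1 and K139R, 11.9 between MSX1 and K139Q and 12.7 between K139R and K139Q libraries, beside 8.4, 13.5 and 11.3 within the MSX1, K139R and K139Q groups. The mean distance between these 3 groups was 1.18 times that within them, a ratio that 12 of the 280 splits of the 9 libraries reached (exact permutation test, one-sided, p = 0.0429). By pairs the ratio was 1.31 for MSX1 and K139R, 1.21 for MSX1 and K139Q and 1.03 for K139R and K139Q (exact permutation tests, p = 0.1, 0.1 and 0.3, the smallest p possible being 0.1). The listed genes had been chosen for their change in the MSX1 libraries. That choice can set these libraries apart from the mutant ones without any effect of the mutation. It therefore limits each of these tests except that of K139R and K139Q. The 1st and 2nd principal components held 65.0% and 12.9% of the variance of these genes. The changes from the empty vector group in K139R and in K139Q correlated across genes with those in MSX1 (Pearson's r = 0.868 and 0.922). Simulated groups without any change that share the same empty vector libraries gave 0.492 and 0.495, without the authors' choice of genes, and genes are not independent replicates.

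**Figure D1:**
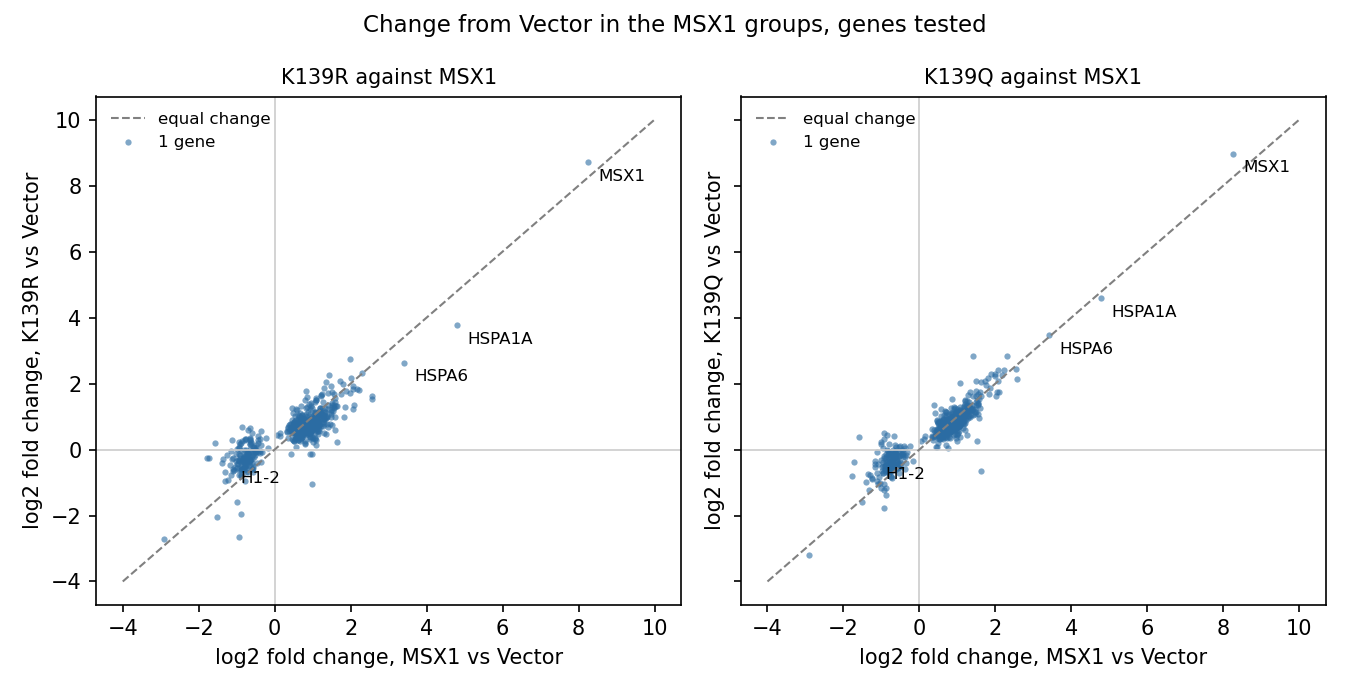
Log2 fold change over the empty vector group of each of the 533 genes tested, with MSX1 on the horizontal axis and K139R (left) or K139Q (right) on the vertical axis. Each point is a gene, and the dashed line marks an equal change. MSX1 itself lies at 8.25 on the horizontal axis, and H1-2 lies above the line at -1.17.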

Consistently, qRT‒PCR revealed identical expression patterns among genes related to critical palatogenesis pathways (the BMP, TGFβ, WNT/β-catenin, FG and SHH signaling pathways) (Supplementary Fig. 4B–F) [5, 23]. In addition, the expression levels of MSX1 transcriptional targets (Bmp2, Dlx2, Dlx5, Dlx6, MyoD1, P21, Twist1, Snai1, Snai2, and Bcl2) were not specifically altered by the modulation of MSX1 acetylation in the K139R and K139Q mutants (Supplementary Fig. 4G) [19, 20, 24–27], indicating that no global transcriptional shifts were caused by acetylation.

**Fig. 4:**
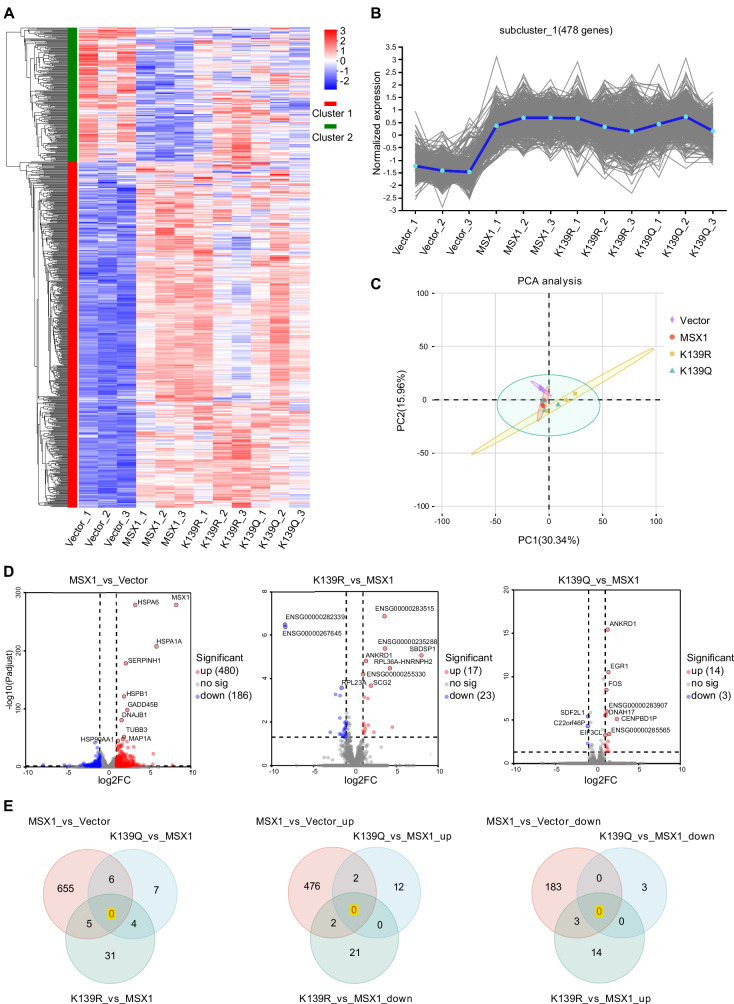
Lysine acetylation of MSX1 promotes proteasomal degradation. **A** Cluster heatmap of RNA-seq data from MEPM cells transfected with Vector, MSX1, K139R or K139Q plasmids. Red represents upregulation, and blue represents downregulation. **B** Trend plots of the largest subcluster (478 genes). **C** Principle component analysis (PCA) analysis of transcriptome data from twelve samples. **D** Volcano plots of differentially expressed genes (DEGs) (*P* ≤ 0.05, |log2FC | ≥ 2). **E** Venn diagram analysis of DEGs.

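Genes of protein folding under stress had the largest rises in the MSX1 group over the empty vector group after MSX1 itself. HSPA1A, an inducible HSP70 chaperone, was at 46.5 ± 3.59 (SD, n = 3) in MSX1 and at 0.743 ± 0.379 in the empty vector group. Its log2 fold change, taken on log2(value + 1), was 4.79 (standard error 0.35, adjusted p = 4e-07 from limma). HSPA1A has a nearly identical neighbour, HSPA1B, and reads may be shared between them. The small heat shock proteins CRYAB and HSPB1 rose by a log2 fold change of 2.56 and 2.55, and SERPINH1, a chaperone of collagen, by 2.16 (adjusted p = 1.2e-06, 0.00015 and 6.9e-06 from limma). GADD45B, a stress-induced gene of growth arrest, rose from 16.3 ± 0.872 to 84.5 ± 7.40, and L1CAM, a neural cell adhesion molecule, from 0.787 ± 0.404 to 6.40 ± 0.649.
RRP7BP, a pseudogene that may share reads with its parent, fell from 8.41 ± 2.78 to 0.257 ± 0.445. Its log2 fold change, again on log2(value + 1), was -2.91 (standard error 0.35, adjusted p = 3.9e-05 from limma). TIPARP and THBS4, a matrix protein of the thrombospondin family, had log2 fold changes of -1.40 and -1.30 (adjusted p = 0.00056 and 0.00027 from limma). The falls of LINC01670 and RPL23AP49, at -1.77 and -1.52, no longer passed after a trend with GC content was removed from each library (-0.79 and -0.81), a setting chosen after the data had been seen.
At an adjusted p under 0.05 and a log2 fold change of at least 2 in size, 14 of the 533 genes passed limma in MSX1 against the empty vector group, 13 higher and 1 lower. These fold changes are of log2(value + 1), which shrinks those of low values, whereas the paper names DESeq2 for its own. With a pseudocount of 0.1 in place of 1, 62 genes passed. The plain ratio of group means, computed after the data had been seen, reached that size for 129 of 665 genes, 103 higher and 26 lower. With a size of at least 1 there were 178, and with no fold threshold 480, of which 362 were higher and 118 lower. Quantile normalization, which gives every library the same distribution, lowered the median log2 fold change of all genes from 0.77 to 0.31 and left 322 genes past the adjusted p, 175 higher and 147 lower. The table was chosen with more rising than falling genes, so such a scaling lowers rises by its construction. The log2 fold changes of HSPB1 and SERPINH1 were then 0.0, and neither passed. After the removal of the GC trend, 310 genes passed as higher and 50 as lower.
In K139R against MSX1, DUSP16, a phosphatase of MAP kinases, was at 36.8 ± 6.17 and 16.3 ± 1.47 (log2 fold change 1.12, standard error 0.22, adjusted p = 0.022 from limma). The calcium-binding protein gene S100A4 had a log2 fold change of -1.02 and CRYAB of -0.95 (adjusted p = 0.046 and 0.031 from limma). Both calls were lost with either replicate number as a block and with a pseudocount of 0.1, that of S100A4 also under quantile normalization, without a filter and with the stricter filter, and that of DUSP16 with the library names' number as a block. None of the 533 genes passed limma at a size of at least 2, while 139 had an unadjusted p under 0.05. At a size of at least 1 there were 11, and at the adjusted p alone 24, of which 21 were higher in K139R. The table lists only genes of MSX1 against the empty vector group. Genes that differed only in a mutant against MSX1 could not be counted, so counts for the mutants here do not recompute those of the paper. Across 510 genes with a known GC content, the change between K139R and MSX1 had a Spearman's rho of -0.64 with GC content, beside 0.48 for MSX1 against the empty vector group and -0.35 for K139Q against MSX1, and genes are not independent replicates. The K139R change against MSX1 had a slope of -0.33 on the log2 scale per 10 percentage points of GC. Among the K139R libraries alone such slopes spanned a range of 0.56.
In K139Q against MSX1, EGR1, an immediate early transcription factor gene, was at 39.6 ± 11.4 and 13.9 ± 2.89 (log2 fold change 1.42, standard error 0.24, adjusted p = 0.022 from limma). The histone gene H3C2, the immediate early gene FOSB and H1-2 were also higher in K139Q, with log2 fold changes of 1.25, 0.95 and 0.83 (adjusted p = 0.022, 0.036 and 0.042 from limma). These 4 were the genes past the adjusted p, 2 of them at a size of at least 1 and none at a size of at least 2 by limma, while 68 had an unadjusted p under 0.05. In simulated data with 200 of 533 genes changed, limma found 88% of changes of log2 size 1 in K139R against MSX1 and 93% in K139Q against MSX1. The simulated noise was independent between genes, with 1 spread per gene pooled over all groups. The real libraries lay at a mean distance of 8.4 within MSX1 and 13.5 within K139R. Their deviations also followed GC content across genes, so the simulation does not give the power in the real data. With few genes changed the adjusted p is stricter, so these shares do not hold for the counts of 24 and 4.
With the replicate number as a block, the genes past the adjusted p were 7 by the titles' numbers and 2 by the library names' numbers for K139R against MSX1, and 3 and 1 for K139Q against MSX1. The count for K139R against MSX1 was 0 without MSX1 replicate 1, MSX1 replicate 2 or K139R replicate 2, 14 without MSX1 replicate 3, 3 without K139R replicate 3 and 135 without K139R replicate 1, and that for K139Q against MSX1 was 2 without any one MSX1 replicate and 1, 0 and 8 without K139Q replicate 1, 2 or 3.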

Analysis of differentially expressed genes (DEGs; *P* ≤ 0.05, |log2FC | ≥ 2) revealed 666 DEGs (480 upregulated, 186 downregulated) in the MSX1 group compared with the empty vector group, 40 DEGs (17 upregulated, 23 downregulated) in the K139R group compared with the MSX1 group and 17 DEGs (14 upregulated, 3 downregulated) in the K139Q group compared with the MSX1 group (Fig. 4D). 

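At limma's adjusted p alone, 22 of the 24 genes of K139R against MSX1 had also passed in MSX1 against the empty vector group. The listed genes had been chosen for that comparison, and calls independent of each other would share 21.6. Of these 22, 15 were lower in MSX1 and higher again in K139R, among them DUSP16, TIPARP, H1-2 and DNAI4, a gene of ciliary dynein. After the GC trend was removed, a setting chosen after the data had been seen, TIPARP and DNAI4 no longer passed in K139R against MSX1 (0.59 and 0.57 on the log2 scale), DUSP16 no longer passed as lower in MSX1 (-0.43), and 17 genes passed in K139R against MSX1, 13 of them among the 24. Of the settings fixed before, quantile normalization, no filter, a pseudocount of 5, only the groups compared in the fit and either replicate number as a block each also ended the K139R calls of TIPARP and DNAI4, and a pseudocount of 0.1 that of TIPARP, with log2 fold changes between 0.62 and 1.11. Another 3 were higher in MSX1 and lower again in K139R, among them S100A4 and CRYAB, and 4 were higher in both steps, among them CXCL8, a chemokine gene whose log2 fold change between K139R and MSX1 was 0.65, and -0.07 after the GC trend was removed. The CXCL8 call was also lost without a filter, with pseudocounts of 0.1 and 5, with only the groups compared in the fit and with either block. All 4 genes of K139Q against MSX1 were shared, with H1-2 and H3C2 lower in MSX1 and higher in K139Q, and EGR1 and FOSB higher in both steps.
H1-2 was the gene past the adjusted p in all 3 comparisons. It lost its call in K139Q against MSX1 under quantile normalization (0.48 on the log2 scale, from 0.83), where EGR1 and H2BC5 were the genes in all 3, as well as with a pseudocount of 5, with either replicate number as a block and without any one MSX1 or K139Q replicate. Its call in K139R against MSX1 was lost with a pseudocount of 5, with only the groups compared in the fit, with either block and without any one MSX1 replicate, K139R replicate 2 or K139R replicate 3. At a log2 fold change of at least 2 in size as well, no gene was shared between any of the 3 comparisons by limma, since neither mutant comparison had a gene past that size, and the counts at an unadjusted p under 0.05 were 488, 139 and 68 in turn. At a size of at least 1, MSX1 against the empty vector group shared 5 genes with K139R against MSX1 and 2 with K139Q against MSX1.
For K139Q against MSX1, 3.6 genes would be shared by calls that are independent of each other, beside the 4 found. The comparisons also share the MSX1 libraries, which moves their changes in opposite directions, so more changes back toward the empty vector level than away from it would arise without any effect of the mutation. Over the 533 genes, MSX1 against the empty vector group and K139R against MSX1 had the same direction in 25.1%, and in 33.1% for simulated groups without any change, and their correlation was -0.60, and -0.50 in the simulation. The simulated genes were not chosen for a change between MSX1 and the empty vector group, as the listed ones were, and that choice moves changes further back, so the simulated values are not what this table would give without any change. The 22 shared genes became 7 and 2 with the replicate number of the titles and of the library names as a block, and the 4 became 3 and 1, with H1-2 in neither block's set for all 3 comparisons. Left out one at a time, the libraries gave 8, 14 and 11 shared genes for K139R without empty vector replicate 1, 2 or 3, 0, 0 and 13 without MSX1 replicate 1, 2 or 3, and 128, 0 and 3 without K139R replicate 1, 2 or 3. For K139Q they gave 2 without any one empty vector or MSX1 replicate, and 1, 0 and 8 without K139Q replicate 1, 2 or 3.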

Venn analysis revealed no intersection among these gene sets (Fig. 4E). GO and KEGG analyses of the DEGs revealed enrichment in pathways unrelated to the canonical role of MSX1 (e.g., mesenchymal stem cell proliferation), with no association with palatogenesis or apoptosis (Supplementary Fig. 5A–F), further corroborating the transcriptional inertness of MSX1 acetylation.

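Genes of several lists drawn up before the data were examined passed in the MSX1 group against the empty vector group. The heat shock and immediate early lists hold genes labelled in Fig. 4D, among them HSPA6, HSPA1A, HSPB1 and EGR1, whose direction had been seen there beforehand. TUBB3 and MAP1A of the neuronal markers are labelled there too. The authors had kept only genes they called in this comparison, and 480 of the 533 tested passed, 362 as higher, so most members of each list are absent, and that those present pass does not set a list apart from the other listed genes. The table holds 8 of the 26 genes of the heat shock list, 8 of 21 of Notch signaling, 4 of 19 of histones, 4 of 34 of WNT signaling, 5 of 22 of mesenchymal matrix and 4 of 20 immediate early genes. The 8 tested genes of the heat shock response rose, among them HSPA6 with a log2 fold change of 3.40 (standard error 0.28) and DNAJB1, an HSP40 co-chaperone, with 1.75 (standard error 0.18). Of 7 tested genes of Notch signaling, 6 rose, among them the receptors NOTCH1 at 1.23 and NOTCH3 at 1.01, and HEY2, a target of the pathway, fell by 0.84 on the log2 scale. The 4 tested genes of the list of replication-dependent or linker histones fell, among them H1-2 at -1.17 and H2BC5 at -0.95. The 4 tested genes of WNT signaling rose, among them WNT7B at 1.04 and the antagonist SFRP1 at 0.86, as did the 4 tested of the mesenchymal matrix, among them TNC at 2.01 and COL1A1 at 1.11. COL1A1 was at low expression values in all groups.
Of 4 immediate early genes, JUNB at 1.61, EGR1 at 1.42 and FOSB at 1.06 rose, and EGR3 at 0.42 did not pass (adjusted p = 0.067 from limma). Each of these counts was the same when p was adjusted over the list alone, and since the authors had chosen the listed genes on these libraries, none is independent evidence of its direction. By fry, the self-contained set test of limma, the p adjusted over 7 lists was 8.4e-07 for heat shock, 0.0053 for Notch, 5.5e-05 for histones, 4.9e-05 for WNT, 4.9e-05 for matrix and 0.00034 for immediate early genes. The authors' choice of genes makes such p values small for members kept in the table, so they are not independent evidence either.
Marker genes of other cell types that the authors had listed also passed as higher in MSX1, as did 362 of all 533 genes tested. Of 18 neuronal markers 4 are in the table, and the 3 tested rose, with TUBB3 at 1.98, MAP1A at 1.39 and RBFOX3 at 1.22 (fry adjusted p = 4.9e-05). These members were in the table because the authors had called them in this comparison, so that p is not independent evidence of a rise. The epithelial markers EPCAM and KRT17 rose by 0.96 and 1.15 and the hematopoietic marker CD68 by 1.18 on the log2 scale, all at expression values of at most 3.71 in MSX1.
The listed genes higher in MSX1 had a median GC content of 58.7% and those lower of 48.1%. After a trend with GC content was removed from each library, a setting chosen after the data had been seen, 5 of the 7 Notch genes still passed as higher and HEY2 did not pass, and 2 of 3 histone genes with a GC content passed as lower. Under quantile normalization 4 of the 8 heat shock genes passed as higher while DNAJB1 and HSP90AA1 passed as lower (-1.06 and -2.24), and 3 Notch, 1 WNT, 2 matrix and 2 neuronal genes passed as higher. The Notch list as a whole no longer passed fry under that scaling. It forces one distribution on a table chosen with more rising than falling genes, which lowers rises by its construction.
The listed genes had also been chosen for their change in the MSX1 libraries with which the mutants are compared, so changes back toward the empty vector level would arise without any effect of the mutation, and the tests here do not allow for that. The 4 histone genes of the list had a mean log2 fold change over the empty vector group of -0.97 in MSX1, -0.43 in K139R and -0.06 in K139Q, beside -0.86, -0.34 and -0.48 for the 118 genes that passed as lower in MSX1. Against MSX1, fry's adjusted p for these 4 was 0.013 in K139R and 0.00054 in K139Q, and 1 and 2 of the 4 genes passed on their own (3 and 4 when adjusted over the list alone). The K139R call was lost with the replicate number of the titles as a block, without MSX1 replicate 1 and without K139R replicate 1, where fry's adjusted p was 0.053, 0.061 and 0.063. The 3 tested histone genes outside the list, H4C11, H4C5 and H2BC6, chosen after their values were seen, had log2 fold changes of -1.73, 0.14 and 0.85 in K139R and of 0.66, 0.67 and 1.17 in K139Q against MSX1, and none passed. The immediate early genes were higher in K139Q than in MSX1 (fry adjusted p = 0.0043), with 2 of 4 past the test (3 when adjusted over the list alone), but did not pass in K139R against MSX1 (fry adjusted p = 0.17), where none of the 4 passed limma (1 when adjusted over the list alone). For the other 5 lists in K139R and in K139Q against MSX1, fry's adjusted p was at least 0.099 and 0.97. The 8 heat shock genes had a median log2 fold change of -0.55 in K139R against MSX1, with 1 lower and 0 higher by limma, where 139 of the 533 genes had an unadjusted p under 0.05 (4 lower and 1 higher when adjusted over the list alone). By fry of limma, their adjusted p was 0.17 for one direction, and the p for a change in either direction, not adjusted over lists, was 0.0092. Under quantile normalization these heat shock genes passed fry as lower in K139R against MSX1. Of the 4 matrix genes 1 was higher in K139R (2 when adjusted over the list alone). That call was lost with either replicate number as a block and without MSX1 replicate 1 or 2 or K139R replicate 2 or 3.
No enrichment was computed, because the table holds no genes outside the listed ones to serve as a background. The paper finds the GO and KEGG terms of its differentially expressed genes unrelated to palatogenesis or apoptosis. It takes this as further support for its view that MSX1 acetylation is transcriptionally inert. That view also rests on its clustering, its principal components and its qRT-PCR of pathway and target genes.

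**Figure D2:**
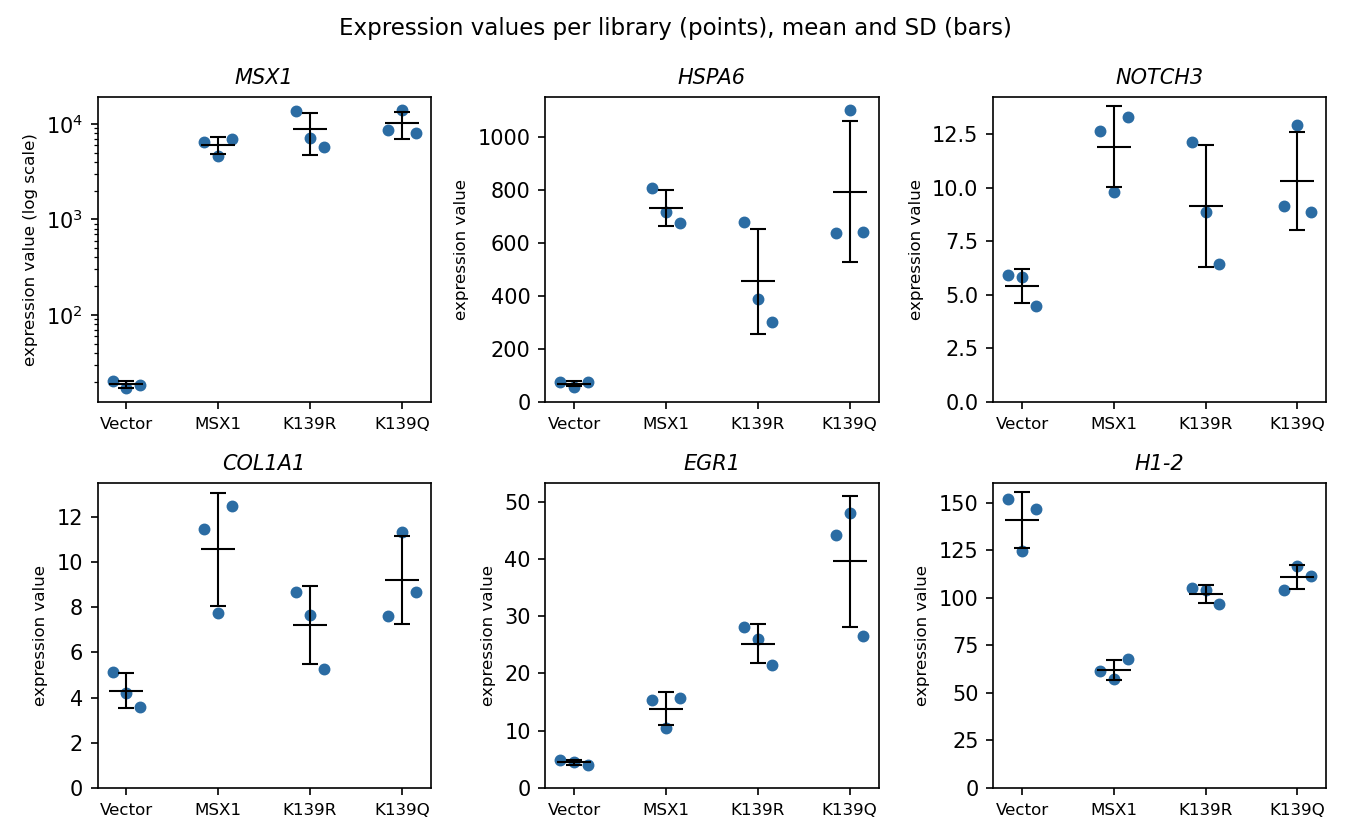
Expression values of MSX1 (logarithmic axis), HSPA6, NOTCH3, COL1A1, EGR1 and H1-2 in each of the 12 libraries. Points are libraries, and the bar and whiskers are the mean and SD of the 3 libraries of a group. H1-2 is lowest in the MSX1 group at 62.2 ± 5.33, and EGR1 is highest in the K139Q group at 39.6 ± 11.4. Quantile normalization between libraries, which forces one distribution on a table chosen with more rising than falling genes, ends the call of NOTCH3 in MSX1 against the empty vector group.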

Despite this transcriptional inertia, MSX1 protein dynamics exhibited striking acetylation dependency. Cycloheximide (CHX) chase assays revealed that enhanced MSX1 acetylation by deacetylase inhibition (NAM + TSA) or SIRT1 knockdown accelerated MSX1 protein degradation (Fig. 5A, B), whereas the K139R mutation slowed MSX1 protein degradation (Fig. 5C). This indicates that lysine acetylation has a detrimental effect on the stability of the MSX1 protein.

**Fig. 5:**
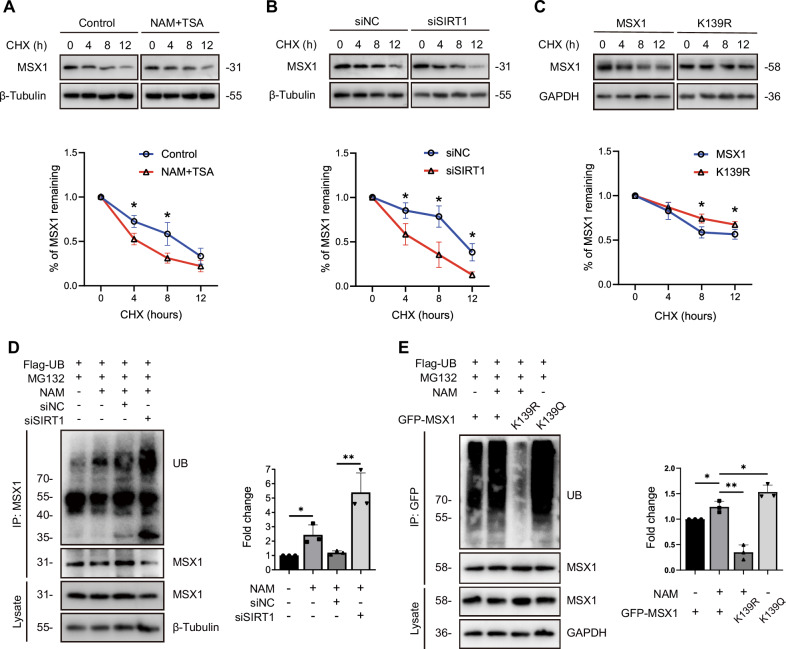
Lysine acetylation of MSX1 promotes proteasomal degradation. **A–C** MSX1 protein stability assessed by western blot analysis with cycloheximide (CHX) chase. **A** MSX1 protein stability in MEPM cells treated with or without 500 nM TSA and 20 mM NAM for 6 h. *n* = 3. **B** MSX1 protein stability in MEPM cells transfected with siNC or siSIRT1. *n* = 3. **C** MSX1 protein stability in MEPM cells transfected with MSX1 or K139R mutant. *n* = 3. **D,E** Ubiquitination of MSX1 measured by IP analysis with MG132. **D** Ubiquitination of MSX1 in MEPM cells transfected with siNC or siSIRT1 and quantitative analysis. **E** Ubiquitination of MSX1 in MEPM cells transfected with MSX1, K139R or K139Q mutants and quantitative analysis. *n* = 3. TSA, Trichostatin A. NAM, Nicotinamide. CHX, cycloheximide. Data are presented as the mean ± standard deviation (Mean ± SD). *p < 0.05, **p < 0.01.

Mechanistically, ubiquitination assays revealed that SIRT1 inhibition increased MSX1 ubiquitination, the canonical proteasomal degradation signal, by 2.39-fold (Fig. 5D); however, the K139R mutation decreased ubiquitination by 30%, whereas the K139Q mutation increased it by 1.45-fold (Fig. 5E).

Taken together, these findings indicate that lysine acetylation destabilizes MSX1 via ubiquitin‒proteasome degradation without affecting its transcriptional function, establishing that its pathological role in cleft palate stems from protein destabilization rather than transcriptional dysregulation.

### Reduced MSX1 lysine acetylation partially rescues atRA-induced cleft palate

To evaluate the therapeutic potential of targeting MSX1 lysine acetylation, we designed a preclinical rescue paradigm combining atRA exposure with lentiviral delivery (1*10^9^ TU via intraperitoneal injection) of a negative control (Lv-NC), SIRT1 (Lv-SIRT1), wild-type MSX1 (Lv-MSX1) or the MSX1 deacetylation mimic K139R (Lv-K139R) at E10.5 (Fig. 6A). Immunofluorescence staining confirmed successful lentivirus delivery, in which SIRT1 protein expression increased 1.78-fold, whereas MSX1 and K139R expression increased 1.44- and 1.64-fold, respectively (Supplementary Fig. 6A‒C). HE staining revealed that the atRA+Lv-NC group presented a complete cleft palate (100% incidence) with a palatal gap of 0.82 ± 0.12 mm, whereas the control+Lv-NC group presented a palatal gap of 0.12 ± 0.03 mm. The atRA+Lv-Sirt1 and atRA+Lv-Msx1 groups presented nearly complete palatal fusion, with the incidence of cleft palate decreasing to 71% and 31%, respectively. Although the incidence of cleft palate did not decrease in the atRA+Lv-K139R group, the palatal gap was significantly reduced (Fig. 6B‒D). TUNEL assays revealed apoptosis rates of 12.94 ± 2.16% in the atRA+Lv-NC group and 3.20 ± 1.00% in the control+Lv-NC group; however, the apoptosis rate decreased to 3.67 ± 0.19% in the atRA+Lv-K139R group, to 6.68 ± 0.68% in the atRA+Lv-Sirt1 group and to 6.21 ± 1.44% in the atRA+Lv-Msx1 group (Fig. 6B, E).

**Fig. 6:**
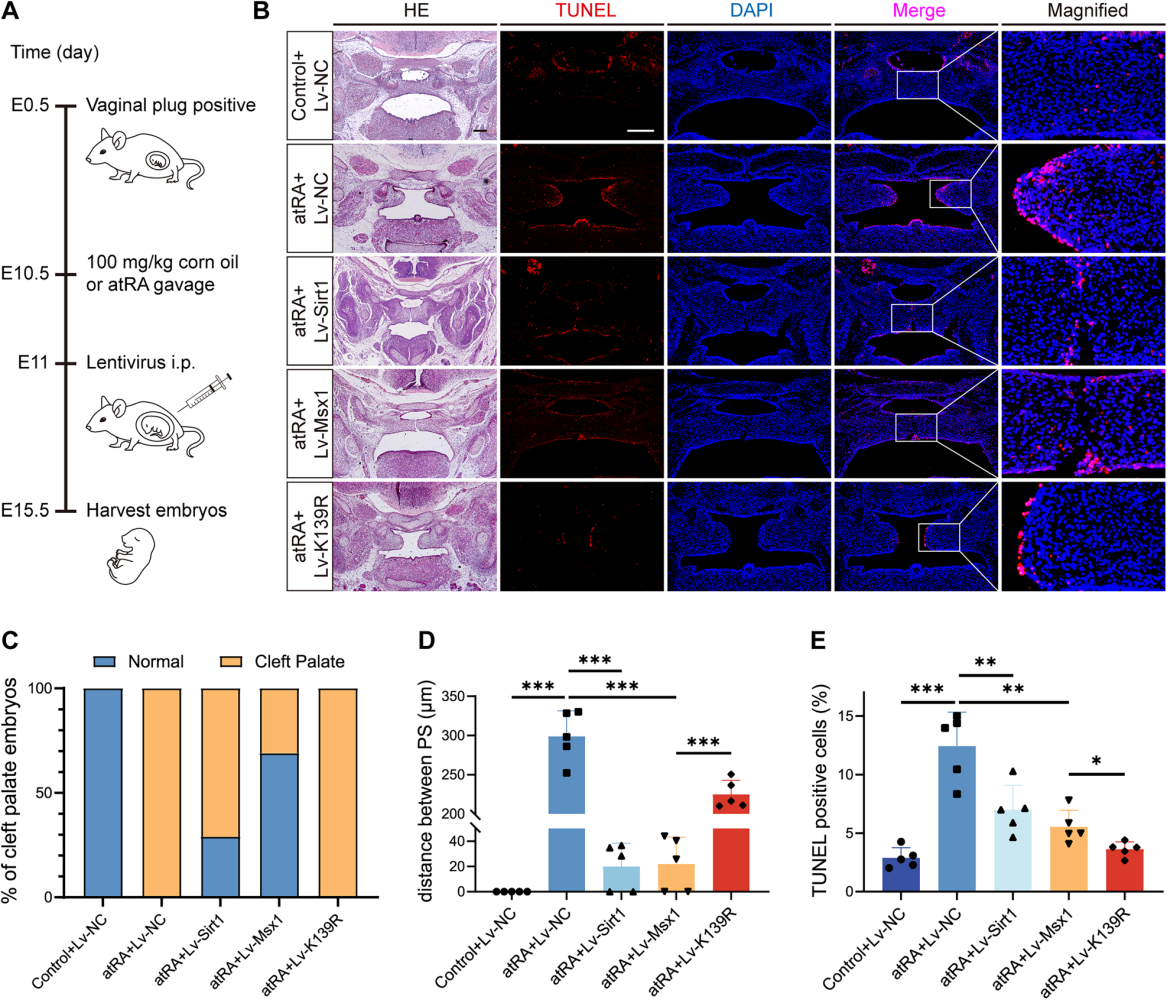
Reduced MSX1 lysine acetylation partially rescues atRA-induced cleft palate. **A** The protocol on the lentivirus transduction of mice. **B** HE and TUNEL staining (red) of coronal sections of murine palate at E15.5. Nuclei were stained with DAPI. Bars, 200 µm. **C** Statistics of cleft palate and normal mouse embryos. **D** Statistics of distance between bilateral palatal shelves of mouse embryos. *n* = 5. **E** Quantification of TUNEL assays of palatal shelves of mouse embryos. *n* = 5. I.p., intraperitoneal injection. Data are presented as the mean ± standard deviation (Mean ± SD). *p < 0.05, **p < 0.01, ***p < 0.001.

Together, these findings indicate that reducing MSX1 acetylation via SIRT1 overexpression or the K139R mutation partially rescues atRA-induced cleft palate and decreases MEPM apoptosis, highlighting deacetylation as a potential therapeutic target for cleft palate.

## Discussion

### A PTM-centric paradigm of craniofacial morphogenesis

This study elucidated the central role of MSX1 lysine acetylation in cleft palate and the molecular mechanisms underlying this role through a multidimensional experimental approach (Graphical Abstract). In the atRA-induced cleft palate model, SIRT1 downregulation led to excessive MSX1-K139 acetylation, which increased MSX1-K139 ubiquitination and accelerated MSX1-K139 degradation, ultimately triggering MEPM cell apoptosis and failed fusion. Strikingly, this pathway operates independently of the transcriptional function of MSX1, as evidenced by transcriptomic inertia across acetylation states. Rescue experiments demonstrated that SIRT1 overexpression or the K139R mutation partially restored MSX1 stability, reduced apoptosis and decreased cleft incidence, validating the targeting of deacetylation as a viable therapeutic strategy. Our findings challenge the prevailing mutation-centric view of cleft palate pathogenesis, positioning dynamic PTM regulation as a key etiological determinant. This study is the first to link MSX1 acetylation directly to cleft palate and proposes the MSX1-K139 as a potential therapeutic target. The partial rescue of the cleft palate phenotype suggests that targeting deacetylases or designing K139 stabilizers could represent a novel strategy for early cleft palate intervention. Additionally, the MSX1 acetylation level may serve as a noninvasive prenatal biomarker for cleft palate.

While our study employed a well-established atRA-induced cleft palate model to elucidate a novel pathogenic pathway, it is important to contextualize its scope and limitations. As a potent morphogen, atRA activates broad retinoic acid (RA) signaling, which can pleiotropically influence numerous cellular processes and molecular targets, such as the Wnt and TGF-β, beyond the axis identified here. However, several findings from our data strongly suggest that the SIRT1-MSX1 acetylation–degradation axis is a critical and specific node in this complex teratogenic response. First, the direct manipulation of MSX1 acetylation status—through the deacetylation-mimic K139R mutation—was sufficient to significantly reduce MEPM apoptosis in vitro (Fig. 3D) and partially rescue the cleft phenotype in vivo, even in the continuous presence of atRA (Fig. 6). Conversely, the acetylation-mimic K139Q mutant exacerbated apoptosis (Fig. 3D). This genetic evidence demonstrates that the MSX1 acetylation switch can decisively alter cellular fate independently of, or downstream of, other concurrent RA-mediated effects. Second, our transcriptomic analysis revealed that MSX1 acetylation does not globally alter gene expression (Fig. 4), effectively negating its rapid proteostatic regulation from the potential slow, indirect transcriptional effects of the RA pathway. Therefore, our work delineates a precise post-translational mechanism through which a teratogenic signal (atRA-induced SIRT1 downregulation) is transduced into a key morphogenetic defect (MEPM apoptosis via MSX1 destabilization). Future studies in genetic or other environmental models of cleft palate will be valuable for testing the generalizability of this acetylation-dependent regulatory switch beyond the atRA context.

### Contextualizing acetylation in craniofacial PTM networks

The emerging landscape of craniofacial PTMs encompasses remarkable regulatory sophistication. While SUMOylation governs maxillary prominence fusion [28] and histone methylation directs frontonasal patterning [29], our work establishes acetylation as the master switch controlling palatal shelf competence. This finding complements recent findings that neural crest-specific HDAC3 ablation induces cleft palate through chromatin remodeling [30], suggesting dual epigenetic roles of acetylation, specifically nuclear (histone) acetylation and cytoplasmic (nonhistone) acetylation. Notably, MSX1 acetylation exemplifies a noncanonical degradation mechanism distinct from that of classical acetyl-ubiquitin competition models [31]. Unlike p53, the acetylation of which enhances both its stability and transcriptional activity [32], MSX1 acetylation creates a “silent” loss-of-function state through pure proteostatic regulation—a novel paradigm in transcription factor biology.

### Therapeutic implications and the paradox of partial rescue

Our preclinical rescue experiments revealed promising yet incomplete therapeutic potential: while SIRT1 and MSX1 overexpression rescued the cleft palate phenotype in 29% and 69% of cases, respectively, the K139R mutation primarily reduced cleft severity rather than incidence. This partial efficacy likely stems from developmental stage-specific vulnerability windows missed by interventions administered at E10.5 and compensatory acetylation at secondary sites. These limitations, however, illuminate potential refined strategies, such as the use of small-molecule SIRT1 activators with superior tissue penetration, acetylation-resistant MSX1 variants incorporating multisite mutations, and proteasome timing inhibitors during critical fusion stages. Notably, the strong inverse correlation between MSX1 acetylation and protein levels in embryos with cleft palate suggests that MSX1 acetylation is a quantifiable biomarker for prenatal risk stratification.

### Divergent roles of lysine acetylation in proteostatic regulation

The functional dichotomy of the role of lysine acetylation in protein homeostasis presents a fascinating regulatory paradox. While canonical studies emphasize the role of acetylation in stabilizing proteins by competing with ubiquitination at shared lysine residues (e.g., p53 and E2F1) [33], emerging evidence reveals context-dependent destabilization mechanisms in which lysine acetylation promotes protein degradation, as the acetylation of specific lysine residues results in the recruitment of complexes containing ubiquitin ligase E3 or leads to complex dissociation, increasing the susceptibility of their components to protein degradation [33–36]. Aligning with this noncanonical paradigm, our work demonstrated that similar to HIF1α and T-Ag, lysine acetylation promotes MSX1 protein degradation via the ubiquitination–proteasome pathway [34, 37]. The unique feature of the MSX1 acetylation‒degradation axis is that rapid MSX1 turnover during palatal fusion necessitates acetylation-sensitive regulation, which emphasizes the evolutionary specialization of PTM networks in developmental processes requiring exquisite spatiotemporal control.

### Context-dependent functional diversification of MSX1 in palatogenesis

While previous studies have established the dual role of MSX1 in coordinating the proliferation and apoptosis of progenitor cells before palatogenesis [19, 38, 39], our study involving an atRA-induced cleft palate model revealed a critical window of vulnerability (E13.5–E14.5) where apoptotic priming exceeded compensatory proliferation. At this time, MSX1 may switch from “dual proliferation-apoptosis” in the initial stage of the neural crest process to “single apoptosis” in the fusion stage of the palatal process to ensure precise docking of the palatal shelf. This temporal shift aligns with the “morphogenetic timer” hypothesis, which postulates that key regulators undergo functional repurposing across developmental phases [5]. In addition, the upregulation of TGFβ3 expression by atRA can inhibit the suppression of proliferation caused by MSX1 deficiency [40], resulting in an “apoptosis-sensitive but proliferation tolerant” phenotype.

### Concluding perspectives

This work revealed a previously unrecognized regulatory mechanism through which MSX1, through acetylation, regulates protein stability and cell apoptosis during palate development. Our discovery of the deacetylase SIRT1‒MSX1 acetylation axis not only provides a mechanistic explanation for the incomplete penetrance of MSX1 mutations in cleft palate but also opens avenues for biomarker development. Quantifying MSX1 acetylation levels in amniotic fluid-derived exosomes could enable early prenatal risk stratification. Furthermore, SIRT1 activators or engineered K139-targeted stabilizers may represent novel preventive therapies for high-risk pregnancies. In summary, our findings provide a new direction for further research into the pathogenic mechanisms of cleft palate and offer a new strategy for the diagnosis and prevention of cleft palate. Future efforts should explore acetylation crosstalk with emerging regulatory layers (e.g., liquid‒liquid phase separation [9]) while advancing SIRT1 activators and K139-targeted stabilizers toward clinical application.

## Materials and Methods

### Animals

C57BL/6 mice (8–12 weeks old, 20–25 g) were purchased from Animal Core Facility of Nanjing Medical University, Nanjing, China. Females were mated, and embryonic gestation day of 0.5 (E0.5) was designated for the detection of a positive vaginal plug. At E10.5, pregnant mice were randomly divided into two groups: The mice given a 100 mg/kg body weight of all-trans retinoic acid (atRA) (Macklin, C12056220) by gavage were defined as the atRA group, while those given an equivalent volume of corn oil (Aladdin, C116023) were defined as the control group (Control). The embryos were dissected on E13.5, E14.5, E15.5 and E16.5 under a stereomicroscope. Sample sizes were chosen based on prior pilot experiments and common practice in similar published studies. Each experimental group contained at least *n* = 3 pregnant mice. No samples or animals were excluded from the analysis. All collected data were included. All the animal studies were approved by the Institutional Animal Care and Use Committee at Ninth People’s Hospital, School of Medicine, Shanghai Jiao Tong University (SH9H-2024-A1439-1) and reported in accordance with the ARRIVE guidelines.

### Antibodies

Primary antibodies against the following proteins were used: pH3 (Santa-Cruz, A2971), PCNA (Boster, BM0104), MSX1 (Bioss, bs-8512R), Ac-lysine (Santa-Cruz, sc-32268), SIRT1 (Santa-Cruz, sc-74465), CBP (Santa-Cruz, sc-7300), p300 (Santa-Cruz, sc-48343), GFP (Santa-Cruz, sc-9996), Ubiquitin (Cell Signaling, 3936), β-tubulin (Affinity, T0023) and GAPDH (Affinity, T0004).

### In vivo lentiviral overexpression

The negative control (Lv-Con), mouse Sirt1 (Lv-Sirt1), mouse Msx1 (Lv-Msx1) and mouse Msx1 K139R (Lv-K139R) overexpression lentiviruses were purchased from GenePharma (Shanghai, China). The relevant sequences were obtained from the NCBI Gene Database. Pregnant mice were randomly divided into five groups (*n* = 3 in each group): Control mice injected with Lv-Con, atRA mice injected with Lv-Con, atRA injected with Lv-Sirt1, atRA mice injected with Lv-Msx1, and atRA mice injected with Lv-K139R. All the lentivirus were intraperitoneally injected (3 × 10^8^ TU/mL in 100 μL PBS) into pregnant mice at E10.5. This time point was selected on the basis of preliminary optimization: earlier administration at E8.5 and E9.5 resulted in substantially increased embryonic mortality (100% and 69.1%, data not shown), whereas E10.5 ensured viable pregnancies and sufficient transgene expression before the critical palatal fusion window.

### Histology analyses

Collected fetal heads were fixed with 4% paraformaldehyde (PFA) overnight, dehydrated, embedded in paraffin, and sliced into 4-µm-thick serial sections using an automated rotary microtome (Leica, RM2265, Germany). To observe of the general morphology, the slices were stained with hematoxylin and eosin (H&E) according to standard protocols.

### Immunofluorescence staining

For paraffin section staining, the slices were deparaffinized and rehydrated stepwise. For zebrafish embryo and cell staining, the tissues and cells were fixed with 4% PFA for 30 min. The samples were then permeabilized with 0.5% Triton X-100 for 20 min at room temperature and blocked in goat serum at 37 °C for 60 min, followed by incubation with the indicated primary antibodies at 4 °C overnight. The samples were counterstained with specific secondary antibodies and DAPI staining solution (Beyotime, C1005) for nuclear staining. Images of the samples were captured by microscopy (Leica Microsystems, DM4000, Wetzlar) under 488 nm and 594 nm laser lines. Protein expression and colocalization levels were quantified by ImageJ software.

### Detection of cell apoptosis

Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining assay and flow cytometry were performed for cell apoptosis analysis. For TUNEL staining, tissues and cells were collected and stained with an I*n Situ* Cell Death Kit (Roche, 12156792910) and DAPI according to the guide of the manufacturer’s instructions. For flow cytometry, cells were collected by centrifugation and stained with Annexin-V-Fluorescein isothiocyanate (annexin-V-FITC) and propidium iodide (PI). The stained cells were analyzed by a flow cytometry (BD Biosciences, FACSCalibur, USA). FlowJo V6.2 software was used to analyze the data.

### Cell culture

The palatal shelves of E13.5 embryos were dissected under a surgical microscope. The tissues were subsequently washed three times with PBS containing 1% penicillin-streptomycin (P/S) (NCM Biotech, C100C5) and then incubated with 0.25% trypsin (Gibco, 25200072) for 15 min at 37 °C to dissociate individual mouse embryonic palatal mesenchymal (MEPM) cells. The action of trypsin was inhibited by fetal bovine serum (FBS) (VivaCell, C04001-050). Primary cultures of MEPM cells were made in Dulbecco’s Modified Eagle’s Medium (DMEM)/Ham’s Medium F12 (1:1) (Gibco, C11330500BT) supplemented with 10% FBS and 1% P/S. HEK293T cells (RRID: CVCL_0063) were purchased from the American Type Culture Collection (ATCC, CRL-11268). Cells were routinely tested for mycoplasma contamination and authenticated by STR profiling, and grown in DMEM media (VivaCell, C3110-0500) supplemented with 10% FBS and 1% P/S. The cells were all seeded in 100-mm-diameter cell-culture dishes at 37 °C in a humidified atmosphere with 5% CO_2_. The media were replaced every other day, and the confluent cells were subcultured at a ratio of 1:3. For some experiments, cells were treated with nicotinamide (NAM) (Aladdin, N105042) (20 mM, 6 h), trichostatin A (TSA) (Beyotime, S1893) (500 nM, 6 h), EX527 (MCE, HY-15452) (10 µM, 24 h), MG132 (MCE, HY-13259) (10 µM, 4 h) and CHX (Cayman, 14126) (50 mM, 0–12 h).

### Plasmids

A GFP-tagged MSX1 expression plasmid was generated by subcloning full-length MSX1 cDNA into pmEGFP-N2 mutated by pEGFP-N2 (Clontech). The MBP-MSX1-mEGFP plasmid was generated by PCR and subcloned into the pET-MBP-3C vector. Flag-tagged *homo sapiens* ubiquitin B (UBB) was purchased from iGeneBIO (Guangzhou, China). 

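In the human reference annotation, GENCODE release 29 on GRCh38, MSX1 lies on the plus strand of chromosome 4 from 4859666 to 4863936 and has 2 exons that encode a protein of 303 residues. The codon of lysine 139, AAG, lies in exon 1 at 4860314 to 4860316. The coding sequence around it reads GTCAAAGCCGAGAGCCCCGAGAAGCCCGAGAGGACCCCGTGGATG, with the codon in the middle, and encodes the residues VKAESPE before and PERTPWM after the lysine. The codons of K237 and K243, both AAG, lie in exon 2 at 4862940 to 4862942 and at 4862958 to 4862960. The paper's text does not name the species of the MSX1 sequence in the plasmids, so these places hold for the human gene. Reads were not analysed here, so the bases at these codons in the 12 libraries are not given.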

The MSX1 K139R, K139Q, K237R and K243R mutations were generated by site-directed mutagenesis using PCR cloning. FLAG-SIRT1 was purchased from Viraltherapy Technologies (Wuhan, China). GFP-tagged MSX1 truncation mutants (Δ43-79, Δ79-172, and Δ172-239) were generated by GFP-MSX1 using PCR cloning. All the constructs were verified by DNA sequencing. The plasmids were transfected with ExFect Transfection Reagent (Vazyme, T101-01) following the manufacturer’s instructions.

### shRNAs and siRNAs

Short hairpin RNA (shRNA) and small interfering RNA (siRNA) were purchased from GenePharma (Shanghai, China). The sequences were as follows:

**Table:** 

**Name**	**Sequence**
shNC	5’- TTCTCCGAACGTGTCACGT -3’
shMSX1	5’- GGCCAAGAGATTTATCCGT -3’
siNC	5’- UUCUCCGAACGUGUCACGUTT -3’
siSIRT1	5’- CCAUGAAGUGCCUCAAAUATT -3’

The transfections of shRNA and siRNA were performed with Lipofectamine 2000 (Thermo Fisher, 11668019) following the manufacturer’s instructions. The knockdown efficiency was verified by quantitative real-time PCR (qRT‒PCR).

### qRT‒PCR

Total RNA was extracted from cells or tissues using a FastPure Cell/Tissue Total RNA Isolation Kit (Vazyme, RC112) according to the manufacturer’s instructions. The total RNA was subjected to synthesize complementary DNA synthesis, and PCR was subsequently conducted in a qRT‒PCR instrument (Applied Biosystems, ABI7300, USA) with the following thermocycler settings: 95 °C for 10 min; 40 cycles of 95 °C for 10 s, 60 °C for 15 s, and 72 °C for 15 s. The primers used were shown in Supplementary Table 1. The data were normalized and analyzed with the GraphPad Prism 8 software.

### Protein extraction and western blotting

The tissues and cells were lysed with RIPA buffer (Beyotime, P0013B) supplemented with 1% phenylmethanesulfonylfluoride (PMSF) (Beyotime, ST505) at 4 °C and sonicated on ice, and then centrifuged at 12,000 rpm for 20 min to collect the supernatant. The protein solution was diluted in 5 × SDS buffer (Beyotime, P0015) and boiled for 5 min. The protein was loaded in equal amounts, separated via 10% SDS‒PAGE and then transferred to 0.22 µm PVDF membranes (Millipore, ISEQ00010), which were subsequently blocked with 5% nonfat milk and incubated with the indicated primary antibodies at 4 °C overnight. After being washed with Tris-buffered saline containing 1% tween (TBST), the membranes were incubated with an HRP-conjugated secondary antibody for 60 min at room temperature. The membranes were visualized by chemiluminescence (Tanon, Tanon 5200, China).

### Immunoprecipitation (IP) and Co-IP

A cell lysis reagent specifically for IP (Beyotime, P0013J) containing 1% PMSF was used to lyse the cells and collect the proteins. The primary antibodies or control IgG were first conjugated with Protein A + G Magnetic Beads (Beyotime, T2108) in a vertical rotating incubator at 4 °C for 8 h, followed by the incubation with cell lysates for another 8 h. The immune-precipitates were subsequently washed with PBS containing 0.1% Tween 20 (PBST) for three times. After eluting in 5 × SDS buffer and boiling for 5 min, the samples were analyzed by western blotting.

### Recombinant protein expression and purification

Plasmids containing MBP-tagged genes were transformed into *E. coli* BL21 (DE3)-Rosetta cells (TIANGEN, CB108) and incubated in LB media supplemented with 100 mg/ml ampicillin (Sangon Biotech, A610029) in a shaker at 37 °C and 180 rpm. Once the OD600 value reached 0.6–0.8, 0.1 mM IPTG (Yeason, 10902ES08) was added to induce protein expression and the induction was maintained at 18 °C at 120 rpm for an additional 18 h. The cells were harvested and ultrasonicated in lysis buffer (50 mM Tris-HCl pH 7.5, 500 mM NaCl, and 1 mM PMSF) with setting parameters of 80% of 300 W, 5 s on and 10 s off for 1.5 h. The supernatant containing the dissolved fusion protein was first purified with Ni-NTA Agarose (QIAGEN, 163026181), and then further purified using Superdex 200 Increase 10/300 GL with AKTA pure. These proteins were flash frozen in liquid nitrogen, and then stored in 150 mM Tris-HCl (pH 7.5), 500 mM NaCl, 1 mM DTT, and 10% glycerol at −80 °C. The purity of the proteins was determined by SDS–PAGE followed by Coomassie blue staining. The protein concentration was determined by a BCA protein quantification kit (Vazyme, E112-01) with Nanodrop measurement for OD 562 nm. Recombinant His6-SIRT1 protein was purchased from MCE (#HY-P71596).

### Transcriptome Sequencing Analysis

RNA sequencing was performed on MEPM across four experimental groups: empty vector control (Vector), wild-type MSX1 overexpression (MSX1), deacetylation-mimetic mutant (K139R), and acetylation-mimetic mutant (K139Q). Each group included three biological replicates (*n* = 3). Total RNA was extracted using TRIzol reagent (Thermo Fisher, 15596026). Sequencing was conducted on an Illumina NovaSeq 6000 platform (150 bp paired-end reads), with a target depth of 40 million reads per sample. The quality control of the raw data was performed using FastQC (v0.11.9), followed by adapter trimming and low-quality base removal (Phred score < 20) via Trimmomatic (v0.39). Gene expression quantification was performed with featureCounts (v2.0.3). Differentially expressed genes (DEGs) were identified using DESeq2 (v1.34.0), with thresholds set at |log2(fold change)| ≥ 2 and FDR-adjusted *p* < 0.05. Functional enrichment analysis for GO terms and KEGG pathways was conducted using clusterProfiler (v4.4.4).

### Statistical Analysis

All experiments were performed independently for at least three times. All of the data were analyzed with Student’s t-test to compare the means between two groups. The data are expressed as the means ± standard deviations. *P* < 0.05 was considered to indicate a statistically significant difference.

## Supplementary information

Supplemental material

Original western blots

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article. RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE316532.

# Supplementary material for: Acetylation-triggered degradation of MSX1 impairs palatal development
**Source:** Cell Death Discov. 2026 Mar 19;12:156. doi: 10.1038/s41420-026-03018-w
**Supplement:** Supplementary file 1 — Supplemental material

***Supplementary Material***

**Acetylation-Triggered Degradation of MSX1 Impairs Palatal Development**

Li Meng^#1^, Jiawen You^#2^, Zhongyin Zhang^3^, Yucheng Jiang^3^, Yulan Liu^1^, Mingliang Zhou*^4^, Junqing Ma*^5^, Xinquan Jiang*^1, 4^

^1^ Department of Prosthodontics, Shanghai Ninth People’ s Hospital, Shanghai Jiao Tong University School of Medicine, College of Stomatology, Shanghai Jiao Tong University, National Center for Stomatology, National Clinical Research Center for Oral Diseases, Shanghai Key Laboratory of Stomatology, Shanghai Engineering Research Center of Advanced Dental Technology and Materials, Shanghai 200125, China.

**^#^**These authors contributed equally to this work.

**Keywords:** MSX1, acetylation, embryonic palatal mesenchymal, apoptosis, cleft palate

**Figure 1**

**
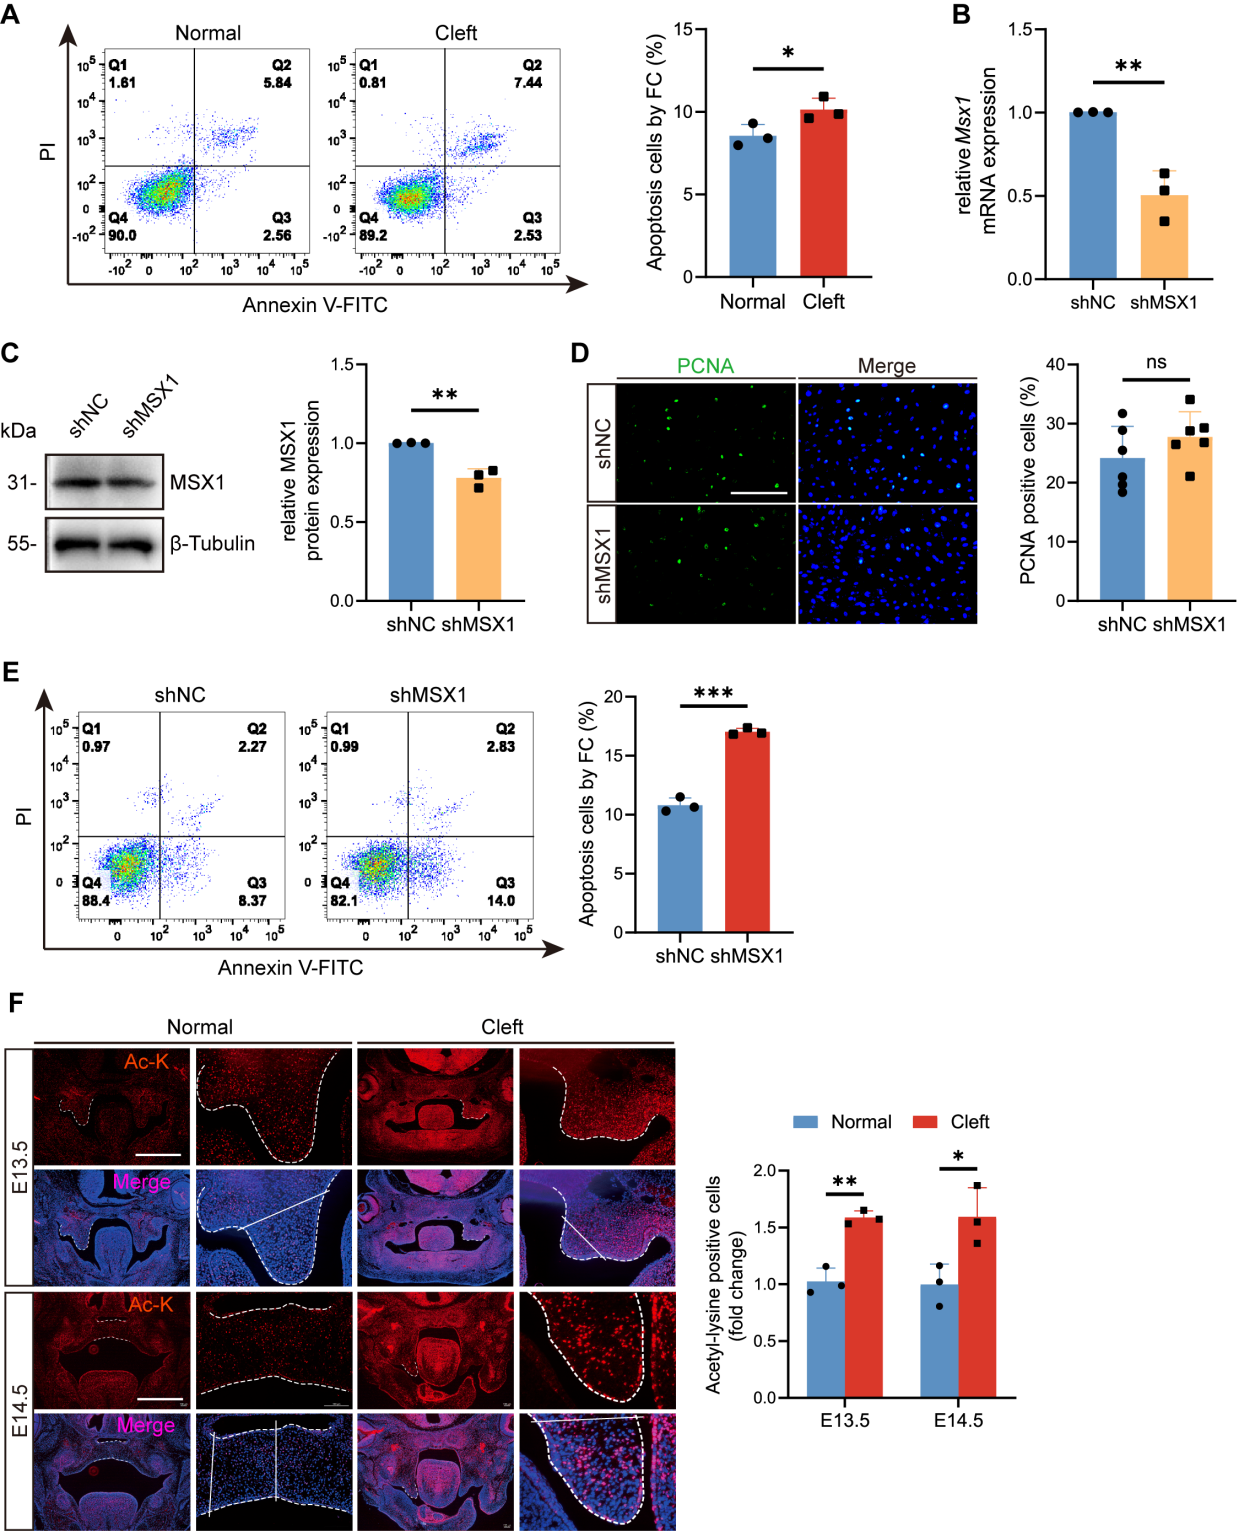
**

**Fig 1. AtRA induces cleft palate through aberrant MEPM cell apoptosis and MSX1 acetylation**

**(A)** Flow cytometry analysis of MEPM cells extracted from E14.5 embryos. n=3. **(B)** Efficiency of shRNA-mediated MSX1 knockdown in MEPM cells measured by qRT-PCR. n=3. **(C)** Efficiency of shRNA-mediated MSX1 knockdown in MEPM cells measured by western blot and quantitative analysis of MSX1 protein level. n=3. **(D)** PCNA immunostaining (green) of MEPM cells transfected with shNC and shMSX1, and quantitative analysis. Bars, 200 µm. n=6. **(E)** Flow cytometry analysis of cell apoptosis in MEPM cells transfected with shNC or shMSX1..n=3. **(F)** Immunofluorescent staining of acetyl-lysine (red) of palatal shelves of E13.5 and E14.5 mice in Normal and Cleft groups. Bars, 200 µm. n=3. Ac-K, Ac-lysine. Data are presented as the mean ± standard deviation (Mean ± SD). ns, not significant, *p<0.05, **p<0.01, ***p<0.001.

**Figure 2**

**
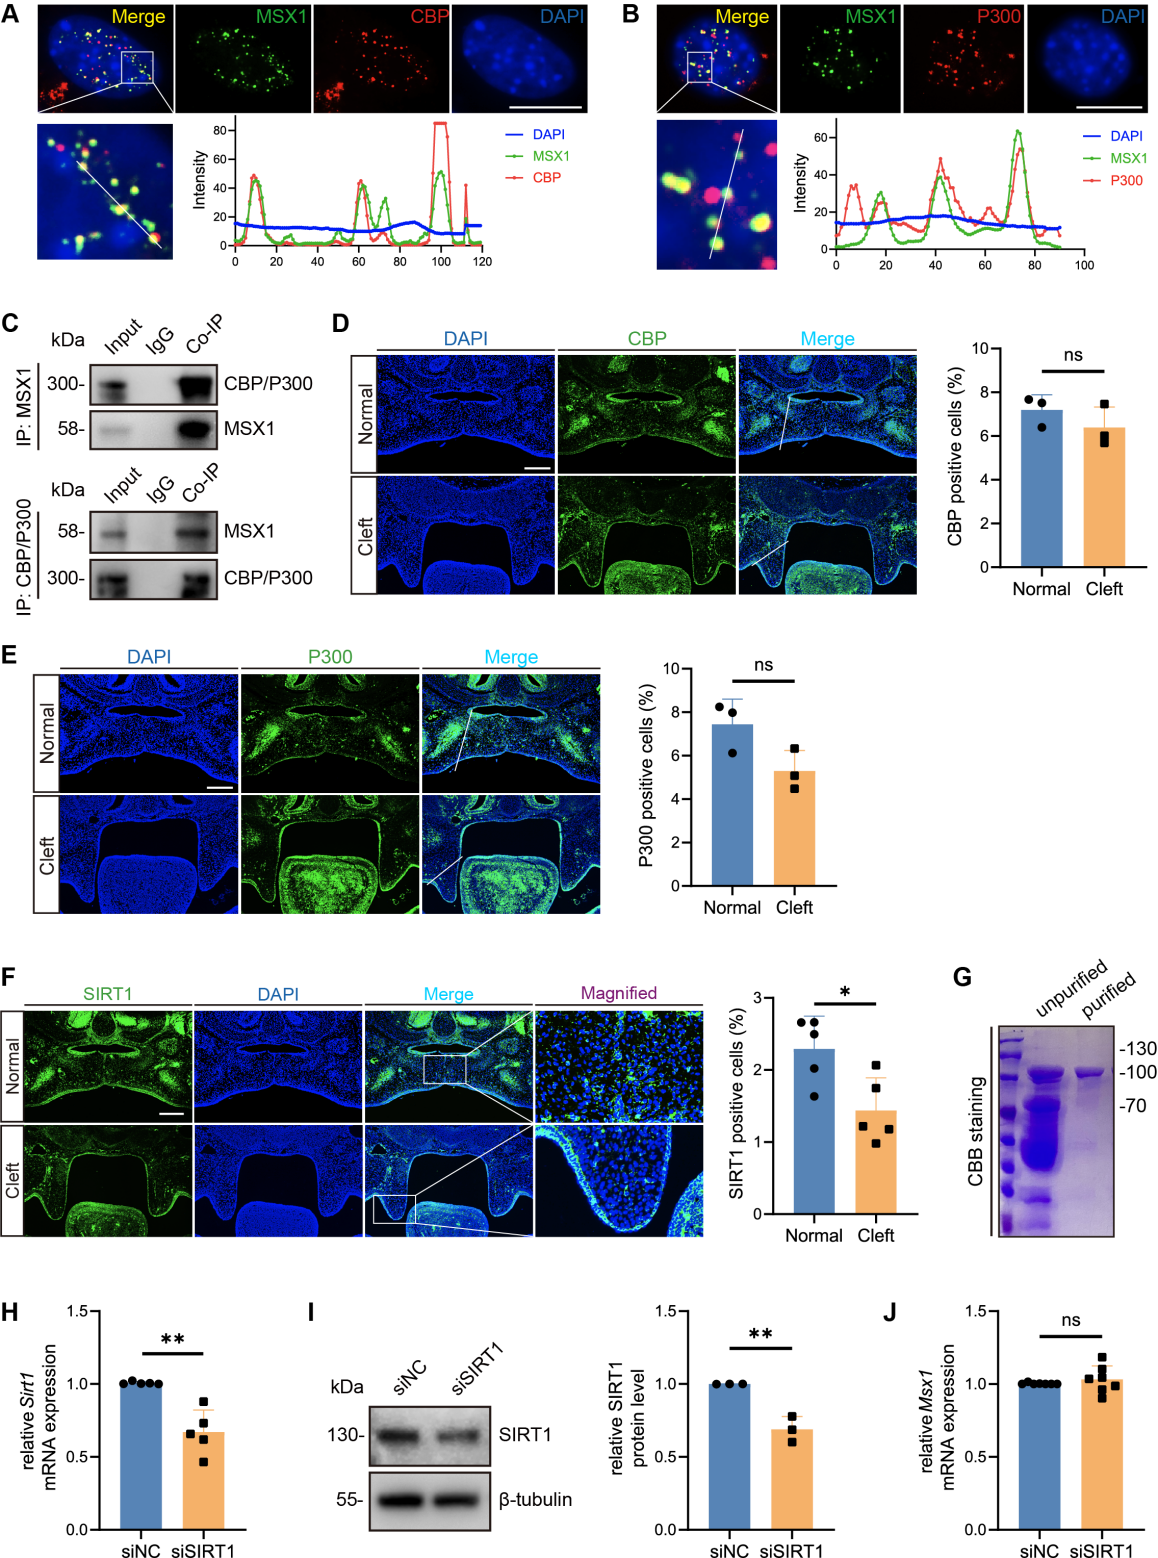
**

**Fig 2. SIRT1 governs MSX1 deacetylation at K139**

**(A)** Immunofluorescence colocalization staining of MSX1 and CBP. Bars, 200 µm. **(B)** Immunofluorescence colocalization staining of MSX1 and P300. Bars, 200 µm. **(C)** Co-IP analysis of MSX1 with CBP/P300. **(D)** Immunofluorescent staining of CBP (green) of palatal shelves from E14.5 embryos and quantitative analysis. Bars, 200 µm. n=3. **(E)** Immunofluorescent staining of P300 (green) of palatal shelves from E14.5 embryos and quantitative analysis. Bars, 200 µm. n=3. **(F)** Immunofluorescence staining of SIRT1 (green) of palatal shelves from E14.5 embryos and quantitative analysis. Bars, 200 µm. n=5. **(G)** Coomassie brilliant blue (CBB) staining of the MBP-MSX1-GFP recombinant proteins. **(H)** Efficiency of siRNA-mediated SIRT1 knockdown in MEPM cells measured by qRT-PCR. n=5. **(I)** Efficiency of siRNA-mediated SIRT1 knockdown in MEPM cells measured by western blot and quantitative analysis. n=3. **(J)** MSX1 mRNA expression measured by qRT-PCR in siNC and siSIRT1 groups. n=7. Data are presented as the mean ± standard deviation (Mean ± SD). ns, not significant, *p<0.05, **p<0.01.

**Figure 3**

**
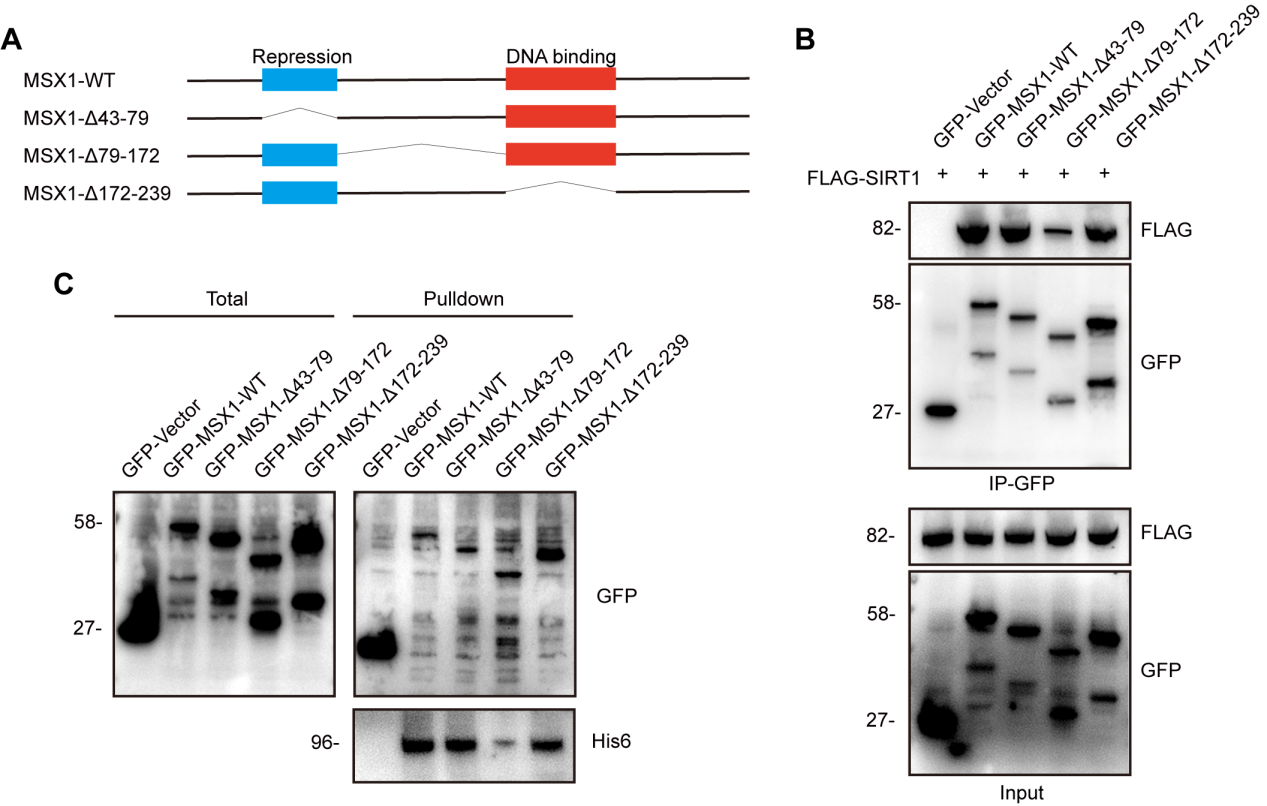
**

**Fig 3. MSX1 interacts with SIRT1 at specific segment where acetylation occurs.**

**(A)** Diagram of full-length and truncated GFP-MSX1 proteins. **(B)** Co-IP analysis of FLAG-SIRT1 with GFP- tagged MSX1 wild-type (WT) and MSX1 truncation mutants (Δ43-79, Δ79-172, and Δ172-239). **(C)** GFP pulldown analysis of His6-SIRT1 with GFP- tagged MSX1 wild-type (WT) and MSX1 truncation mutants (Δ43-79, Δ79-172, and Δ172-239).

**Figure 4**

**
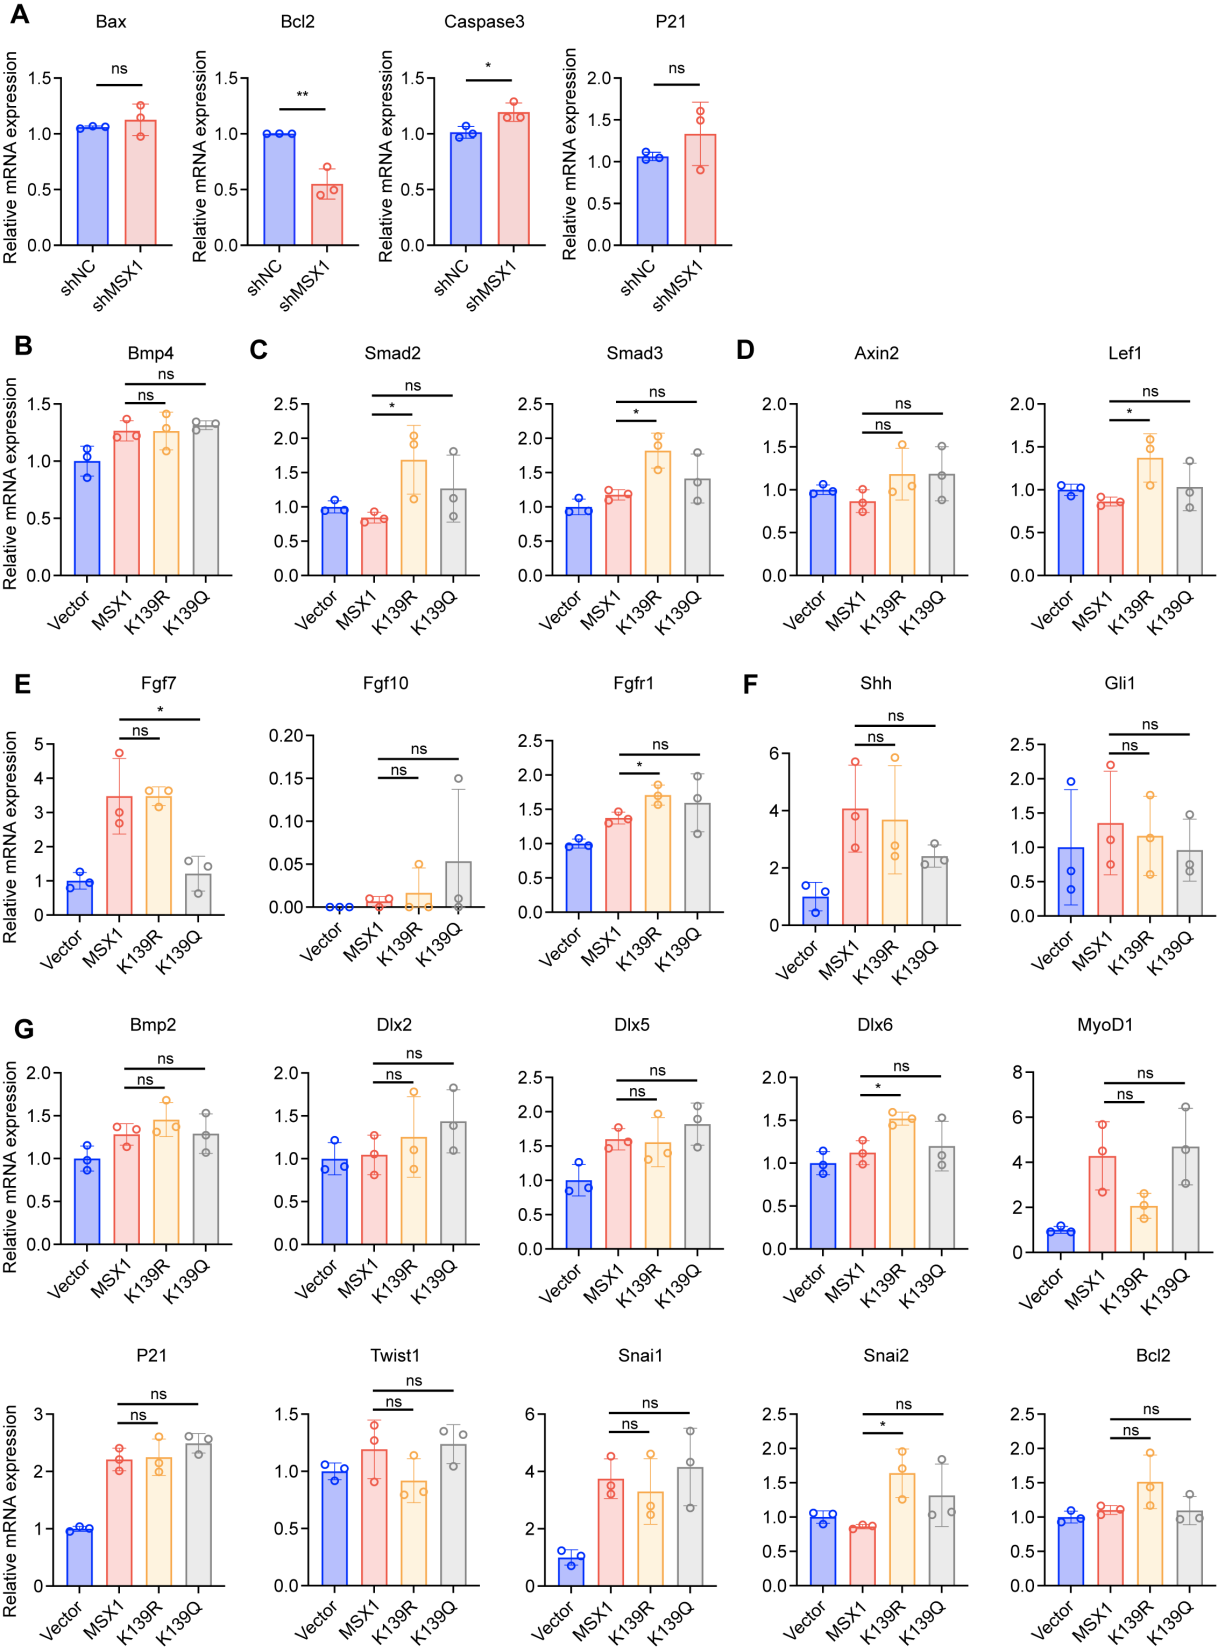
**

**Fig 4. Lysine acetylation of MSX1 promotes proteasomal degradation**

1. qRT-PCR analysis of apoptosis-related genes in total RNA extracted from MEPM. n=3. (B) qRT-PCR analysis of *BMP* signaling pathway in total RNA extracted from MEPM. n=3. **(C)** qRT-PCR analysis of TGFβ signaling pathway in total RNA extracted from MEPM. n=3. **(D)** qRT-PCR analysis of WNT/β-catenin signaling pathway in total RNA extracted from MEPM. n=3. **(E)** qRT-PCR analysis of FGF signaling pathway in total RNA extracted from MEPM. n=3. **(F)** qRT-PCR analysis of SHH signaling pathway in total RNA extracted from MEPM. n=3. **(G)** qRT-PCR analysis of MSX1 transcriptional targets in total RNA extracted from MEPM. n=3. Data are presented as the mean ± standard deviation (Mean ± SD). ns, not significant, *p<0.05, **p<0.01.

**Figure 5**

**
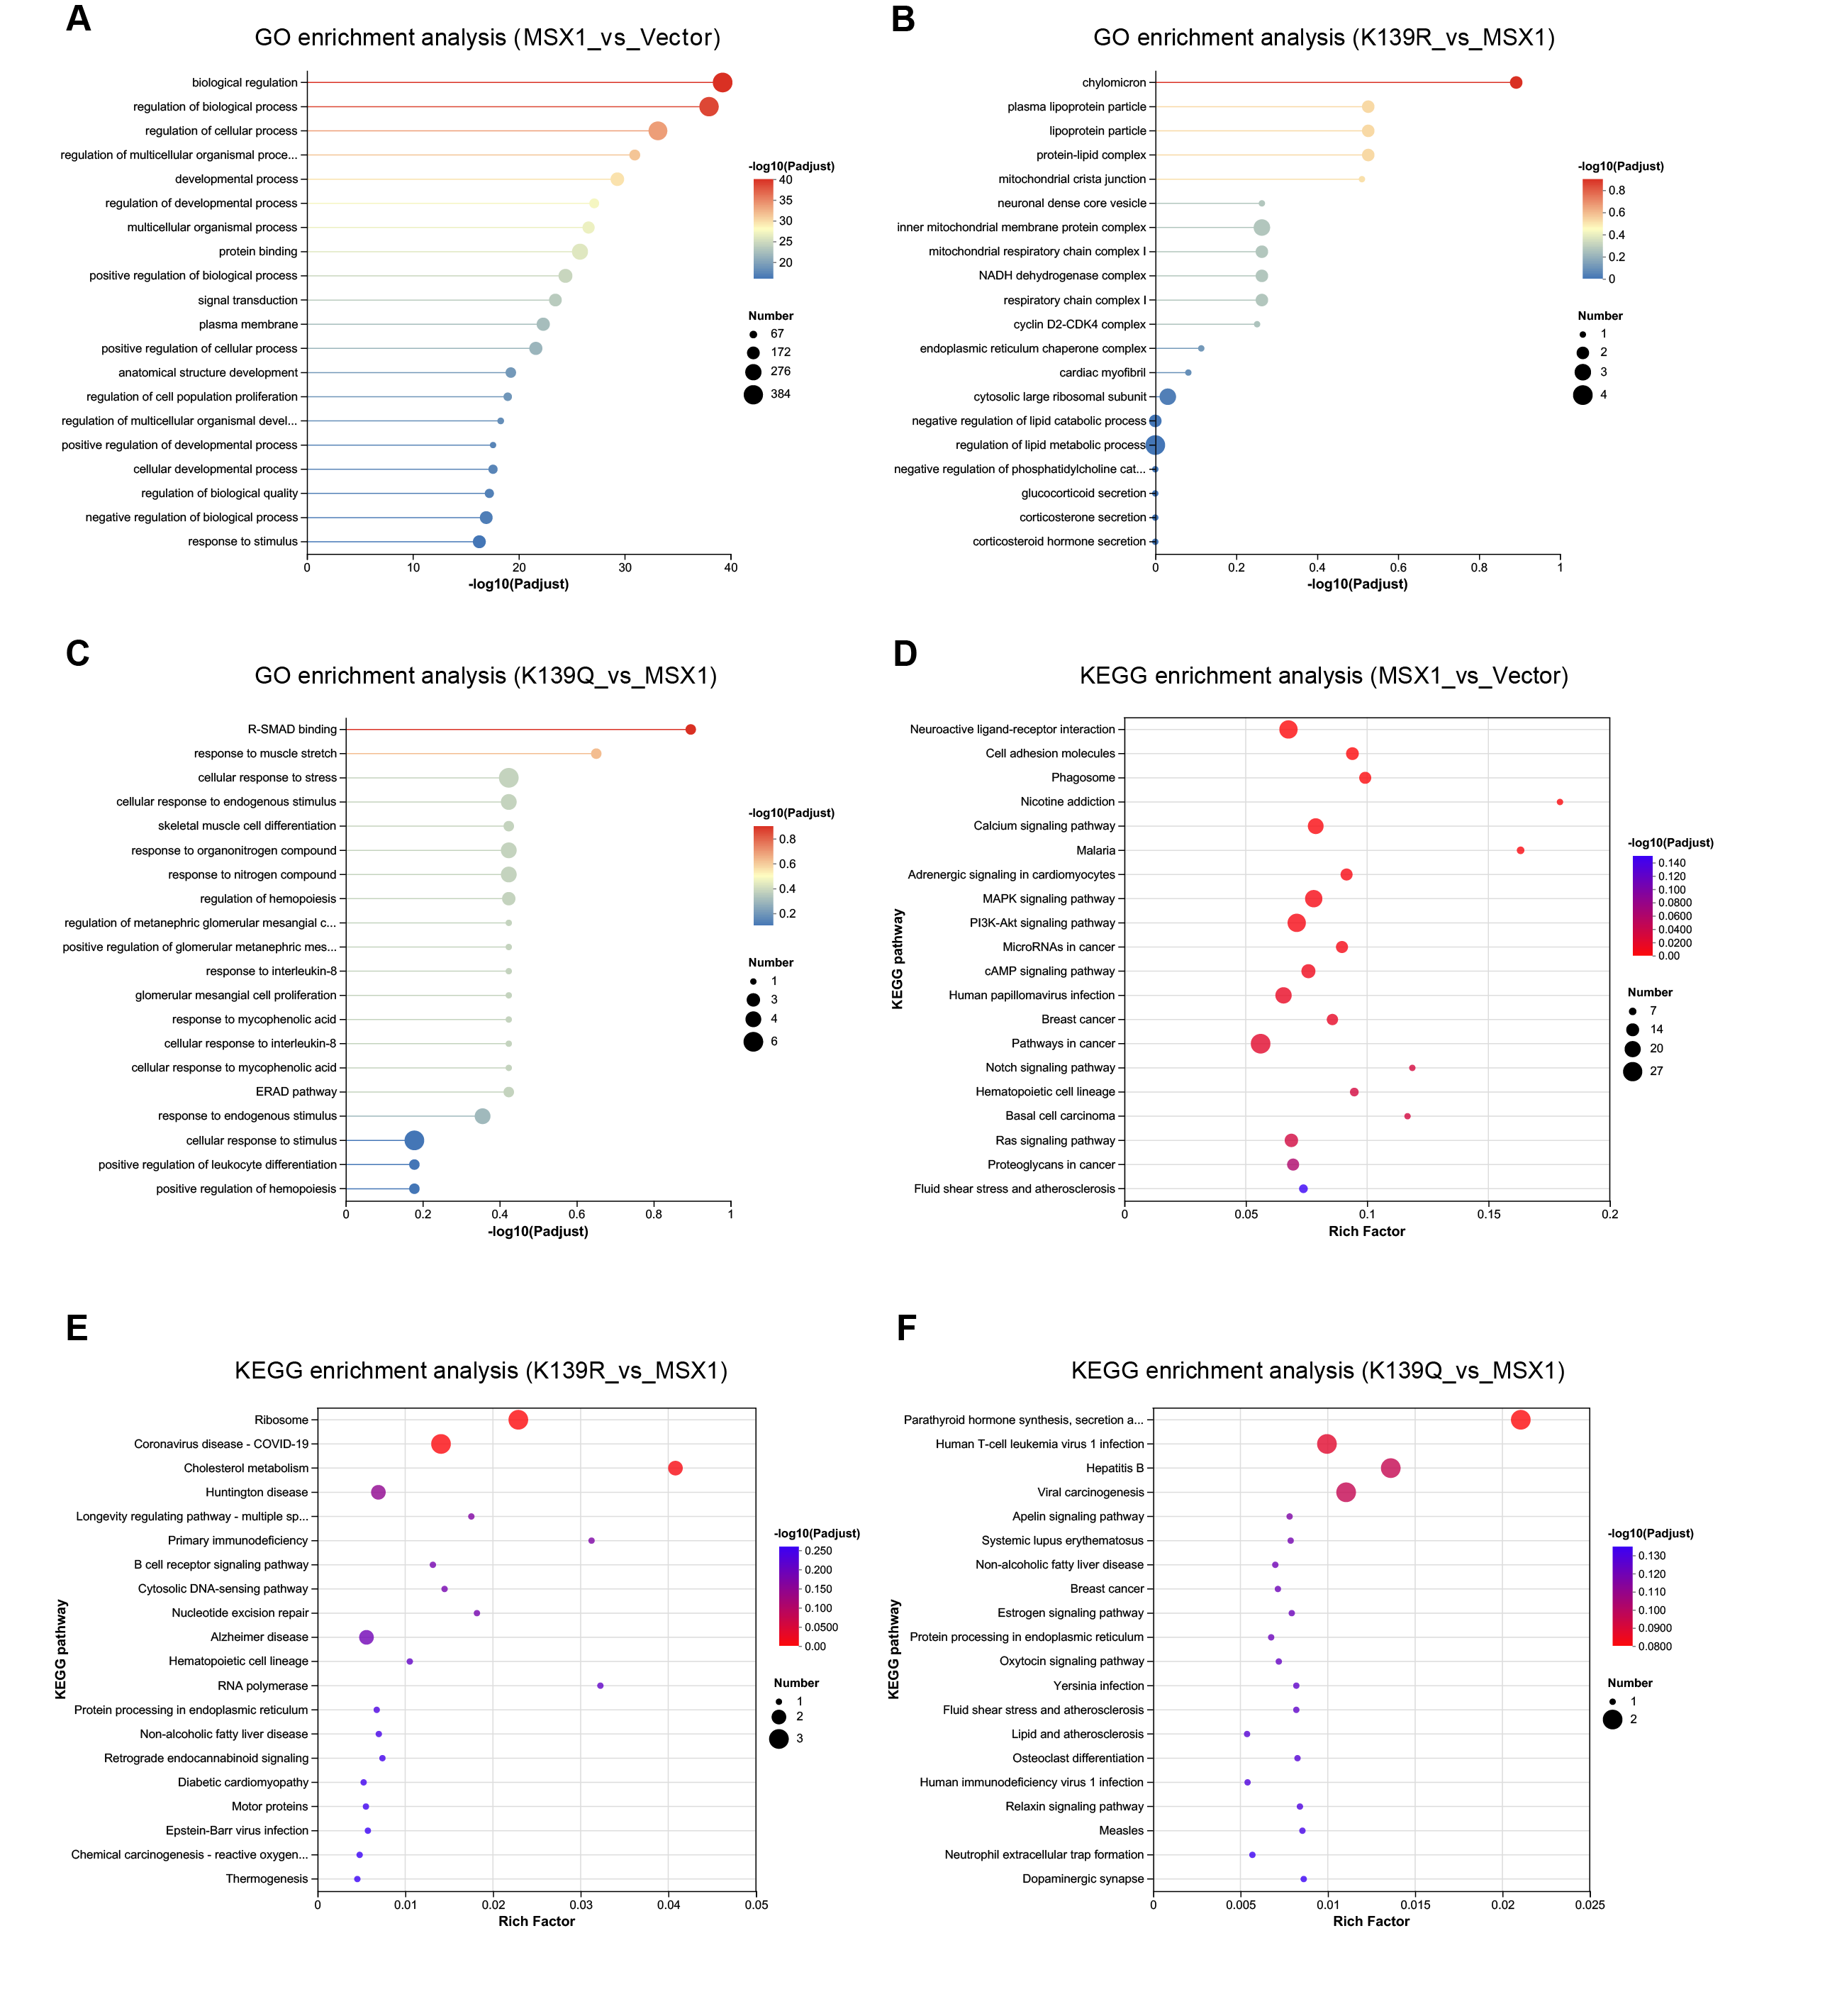
**

**Fig 5. Lysine acetylation of MSX1 promotes proteasomal degradation**

**(A-C)** Gene Ontology Enrichment Analysis (GO) of DEGs between MSX1 and Vector groups, K139R and MSX1 groups, K139Q and MSX1 groups. **(D-E)** KEGG pathways analysis of DEGs between MSX1 and Vector groups, K139R and MSX1 groups, K139Q and MSX1 groups.

**Figure 6**

**
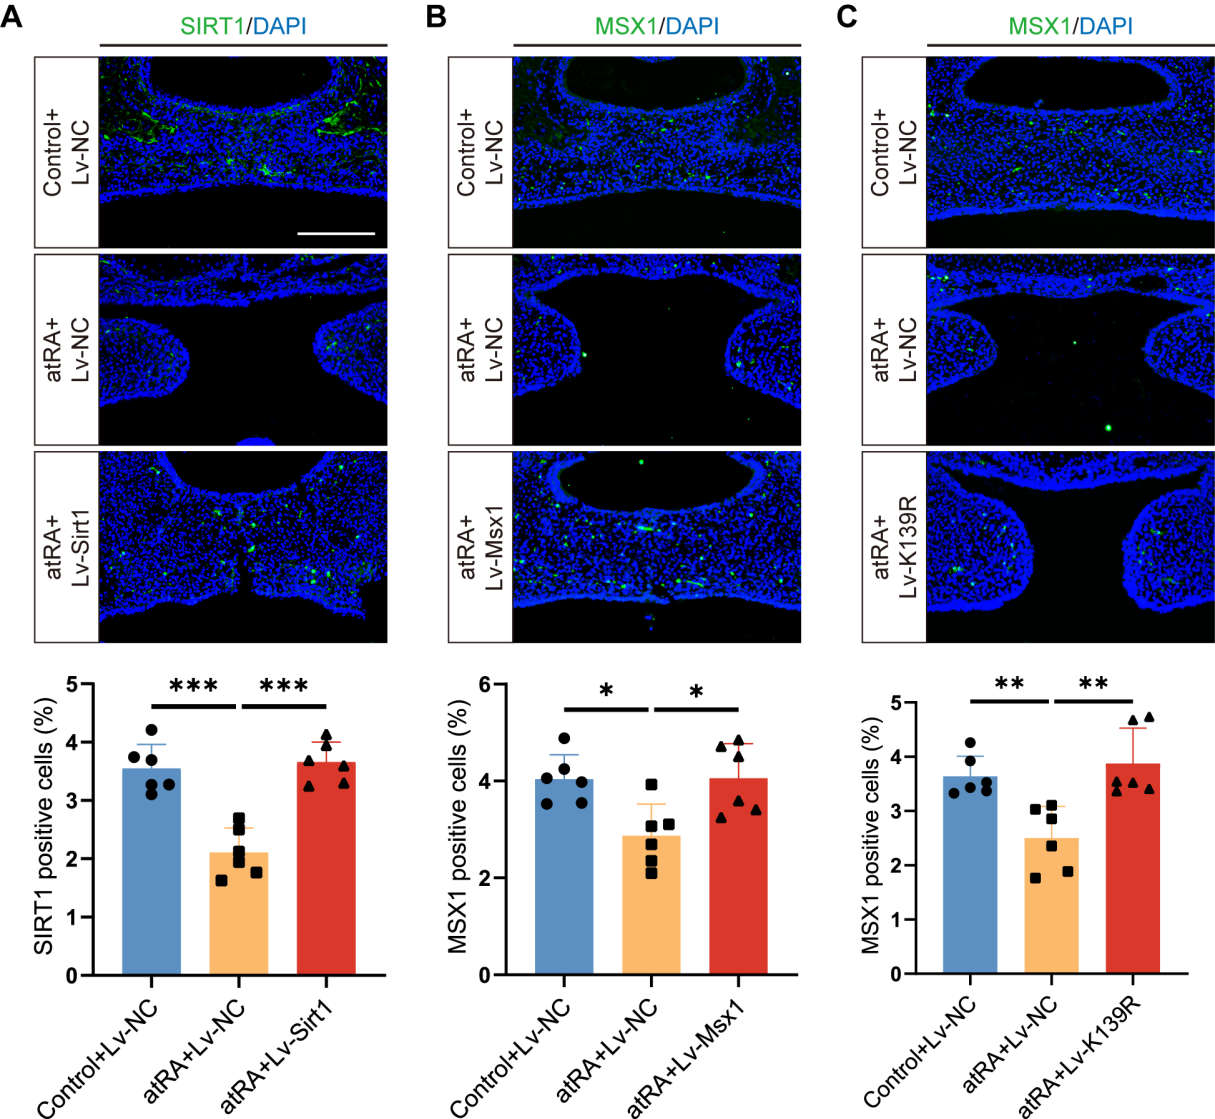
**

**Fig 6. Reducing MSX1 lysine acetylation partially rescues atRA-induced cleft palate**

**(A-C)** Immunofluorescent staining and quantification of SIRT1 or MSX1 (green) in palatal shelves of lentivirus infected embryos at E15.5. Nuclei were stained with DAPI. Bars, 200 µm. n=6. Data are presented as the mean ± standard (Mean ± SD). ns, not significant, *p<0.05, **p<0.01, ***p<0.001.

**Table 1**

The primers used for qRT‒PCR.

| **Name** | **Sequence** | |
| --- | --- | --- |
| Gapdh | F | 5’-ACCACAGTCCATGCCATCAC-3’ |
|  | R | 5’-TCCACCACCCTGTTGCTGTA-3’ |
| Msx1 | F | 5’-TCATGGCCGATCACAGGAAG-3’ |
|  | R | 5’-GGAGTCCTCCGACTGAGAAATG-3’ |
| Sirt1 | F | 5’-GCTGACGACTTCGACGACG-3’ |
|  | R | 5’-TCGGTCAACAGGAGGTTGTCT-3’ |
| Bmp4 | F | 5’-GGAACACCACGAGCAAGACA-3’ |
|  | R | 5’-CTCCGGGTTATGTTCTCCAG-3’ |
| Smad2 | F | 5’-TGAAGCCATCCACAGCTTCT-3’ |
|  | R | 5’-CGGACACCTCAATGGTGTTC-3’ |
| Smad3 | F | 5’-CCTGGCTGTGTGAGAAAGGA-3’ |
|  | R | 5’-TGCATAGACTGGTCCTGGTG-3’ |
| Axin2 | F | 5’-TGACTCTCCTTCCAGATCCC-3’ |
|  | R | 5’-TGCCCACACTAGGCTGACA-3’ |
| Lef1 | F | 5’-CCTACCCAGCCAGACTCAAA-3’ |
|  | R | 5’-GGCTGCATCTCCCTCTTTCT-3’ |
| Fgf7 | F | 5’-CTGGCTGTCATGGAGAACCT-3’ |
|  | R | 5’-TCCAGGGTCTTGGTAGTTGG-3’ |
| Fgf10 | F | 5’-GCTGGAGAAACCAAGCAAGA-3’ |
|  | R | 5’-CTTGGCACATCCAAACACAC-3’ |
| Fgfr1 | F | 5’-CAGCCGTGTGTTTCTGTGAC-3’ |
|  | R | 5’-GCTGGTAGGTGATGCTGATG-3’ |
| Shh | F | 5’-CGGAGATTGAGAAGAGGTGG-3’ |
|  | R | 5’-CAGGTGAGGAAGTCGCTGTA-3’ |
| Gli1 | F | 5’-AAGCCAAGTTATTGGTGCGG-3’ |
|  | R | 5’-GCTGGGATGTTAAGGGCATT-3’ |
| Bmp2 | F | 5’-CGAAACGAGTGGGAAACCTC-3’ |
|  | R | 5’-GCTGTAGTGCGGCAACAC-3’ |
| Dlx2 | F | 5’-CCCTACCCAGTGCTCAAGAC-3’ |
|  | R | 5’-CTGCTGCCTCTGTGTGTTCT-3’ |
| MyoD1 | F | 5’-CACTACAGCGGCGACTCC-3’ |
|  | R | 5’-GCTCCACTATGCTGGACAGG-3’ |
| P21 | F | 5’-CCGTGGACAGTGAGCAGTT-3’ |
|  | R | 5’-CATGAGCGATGGGAACTTC-3’ |
| Bcl2 | F | 5’-GCTACCGTCGTGACTTCGC-3’ |
|  | R | 5’-TCCACAAAGGCATCCCAGCC-3’ |
| Caspase 3 | F | 5’-CTCTGGTTTTCGGTGGGTGT-3’ |
|  | R | 5’-CTTCCATGTATGATCTTTGGTTCC-3’ |
| Bax | F | 5’-AAACTGGTGCTCAAGGCCC-3’ |
|  | R | 5’-AAAGTAGGAGAGGAGGCCGT-3’ |

# Supplementary material for: Acetylation-triggered degradation of MSX1 impairs palatal development
**Source:** Cell Death Discov. 2026 Mar 19;12:156. doi: 10.1038/s41420-026-03018-w

Figure. 1H

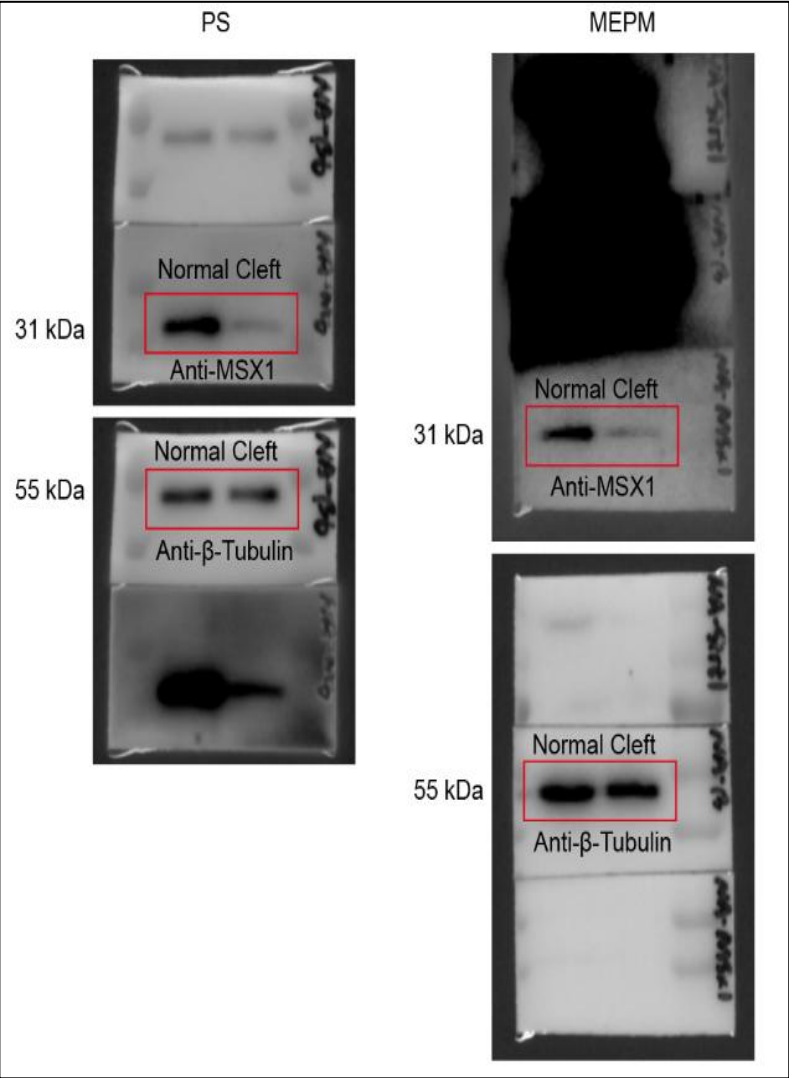

Figure. 1M

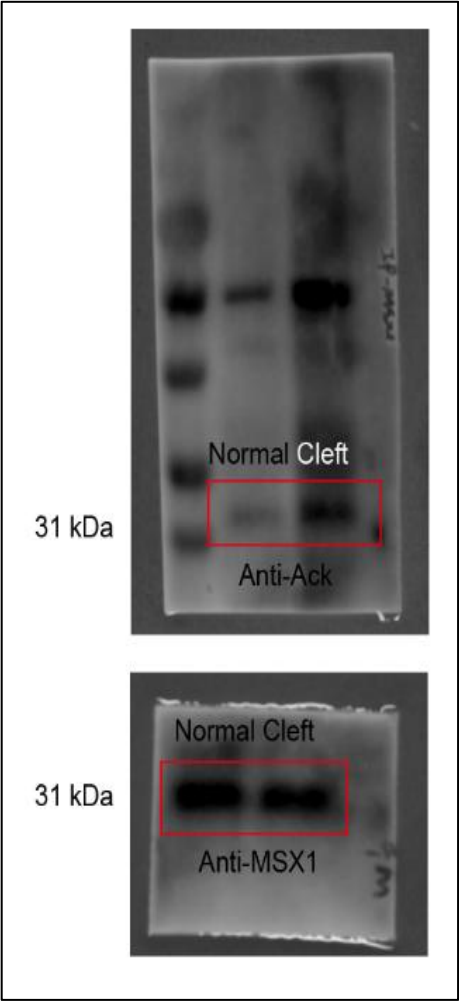

Figure. 2A

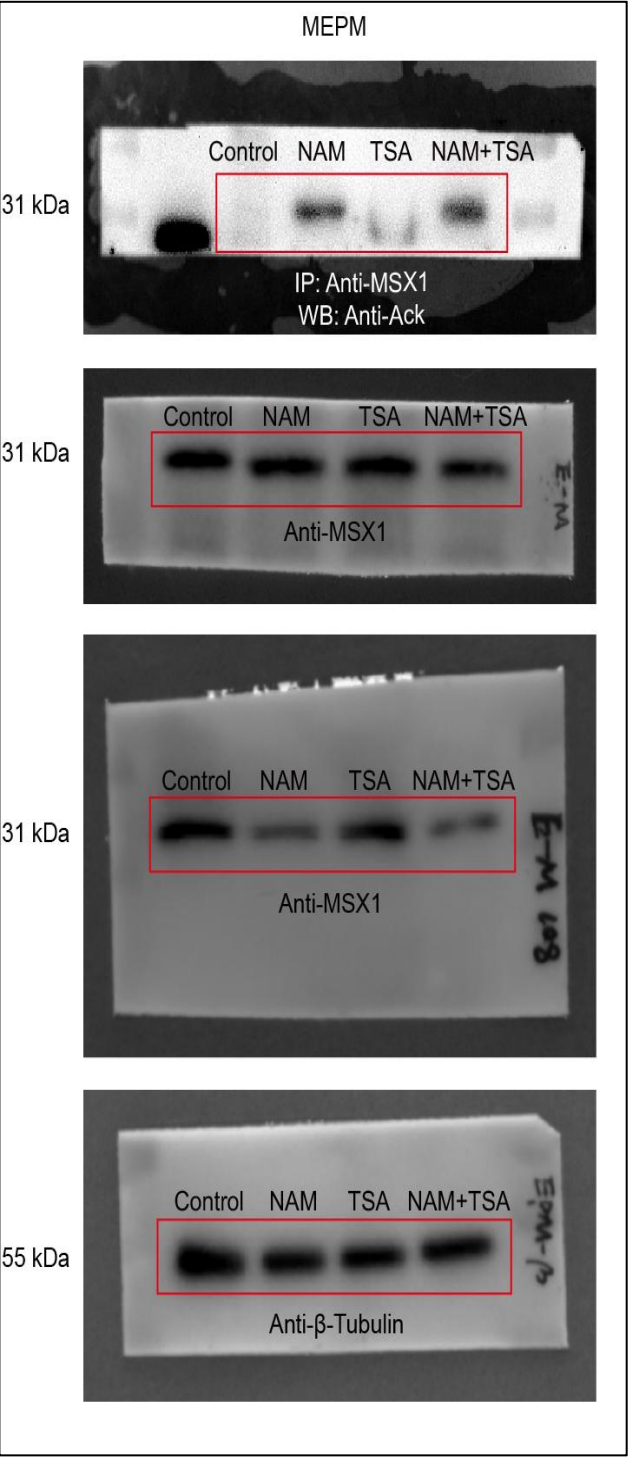

Figure. 2B

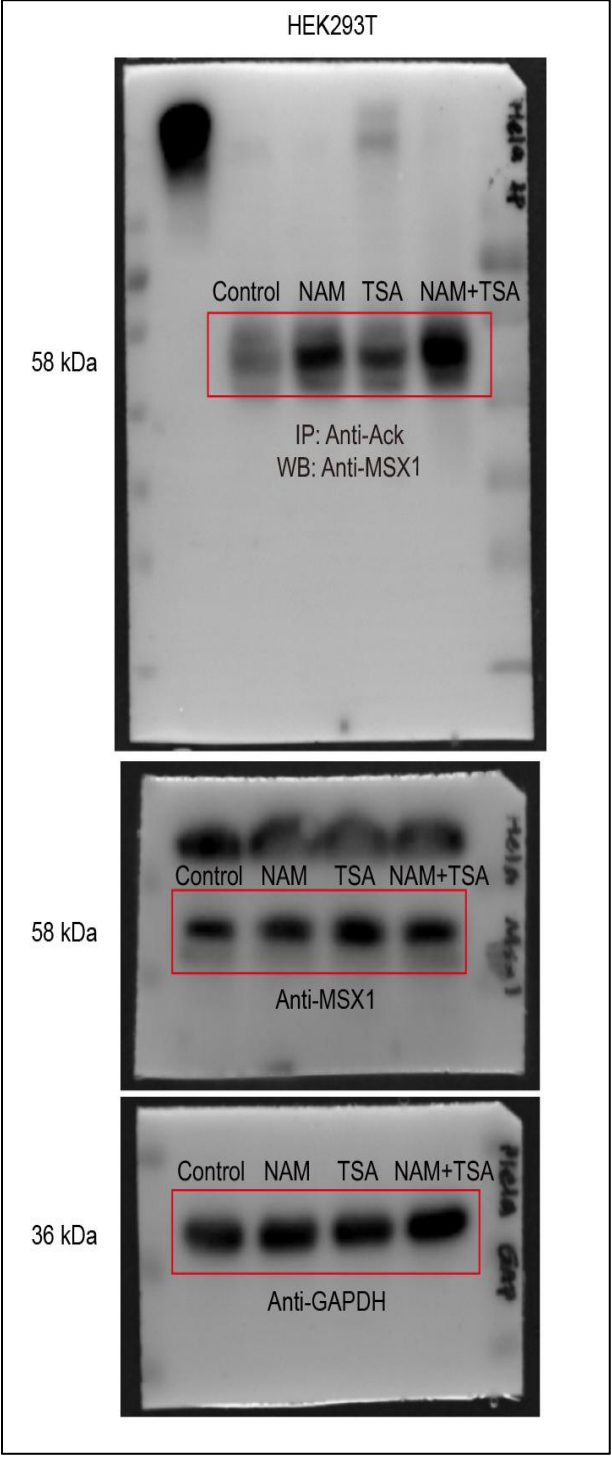

Figure. 2E

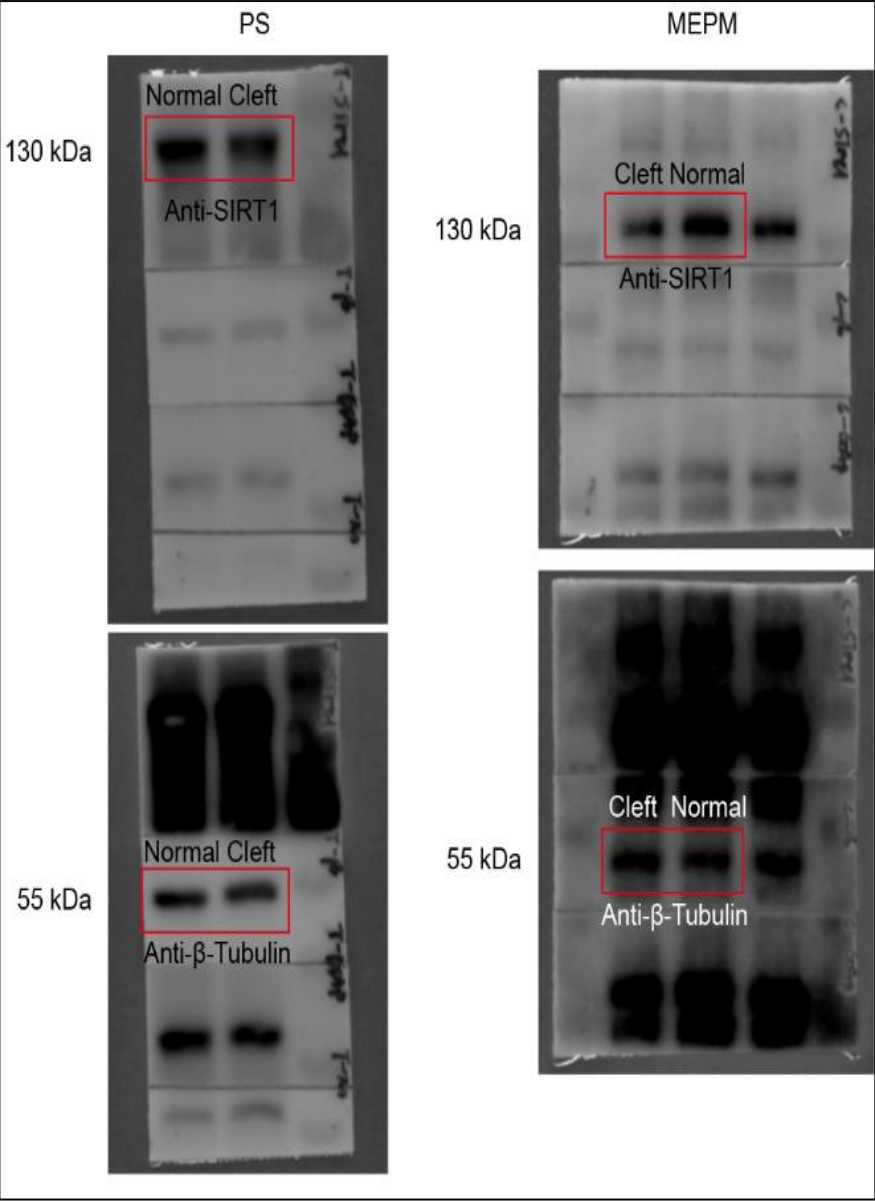

Figure. 2G

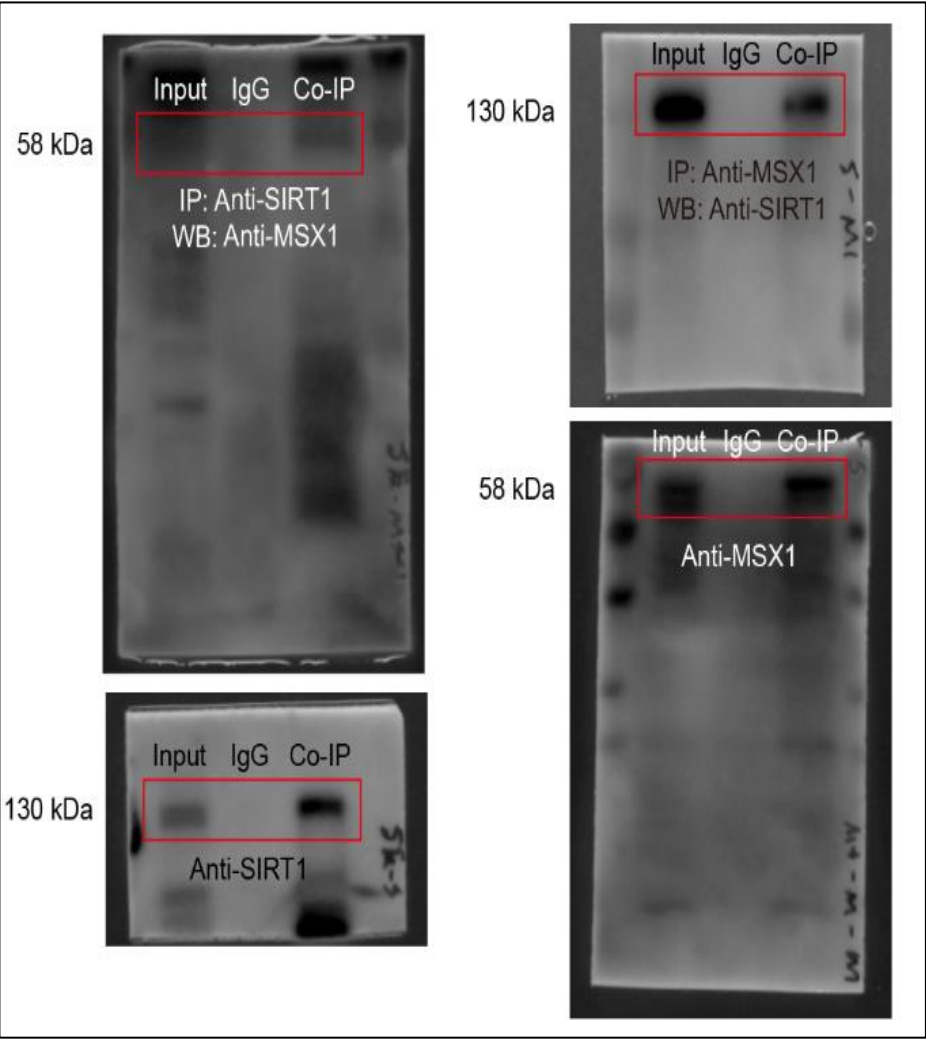

Figure. 2H

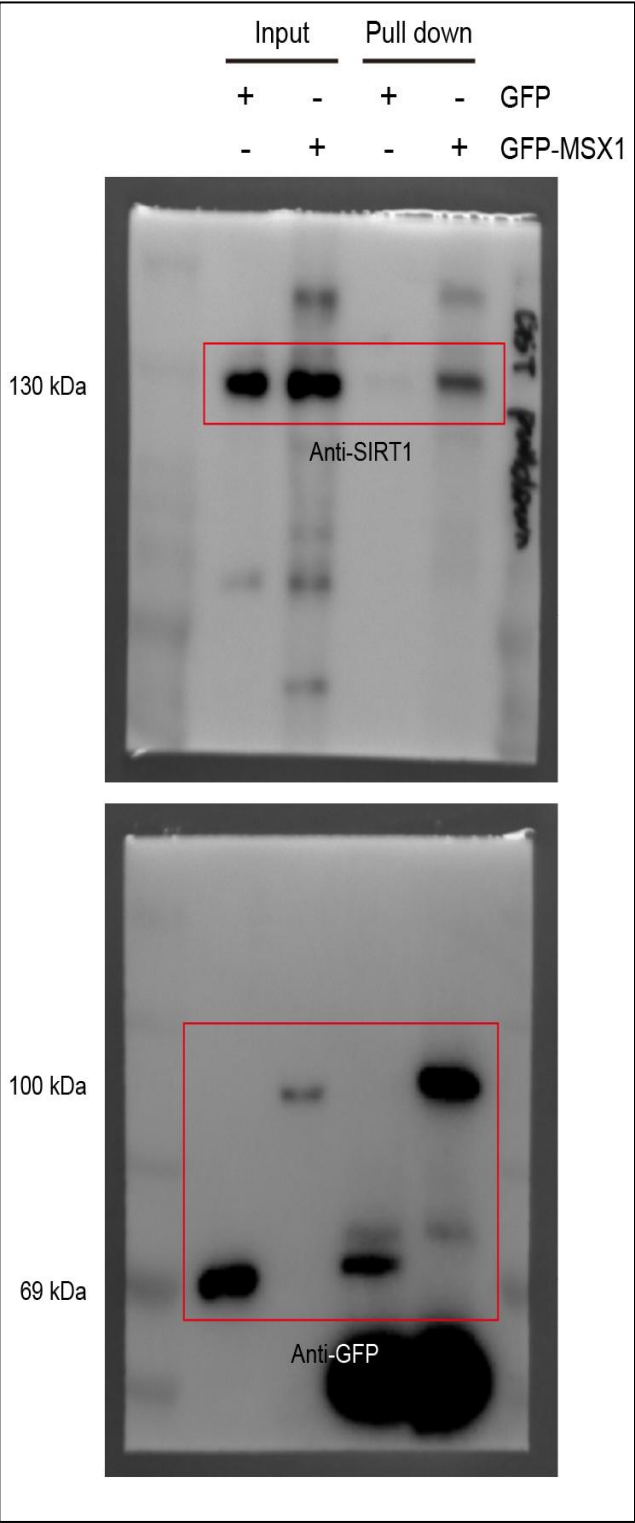

Figure. 2I

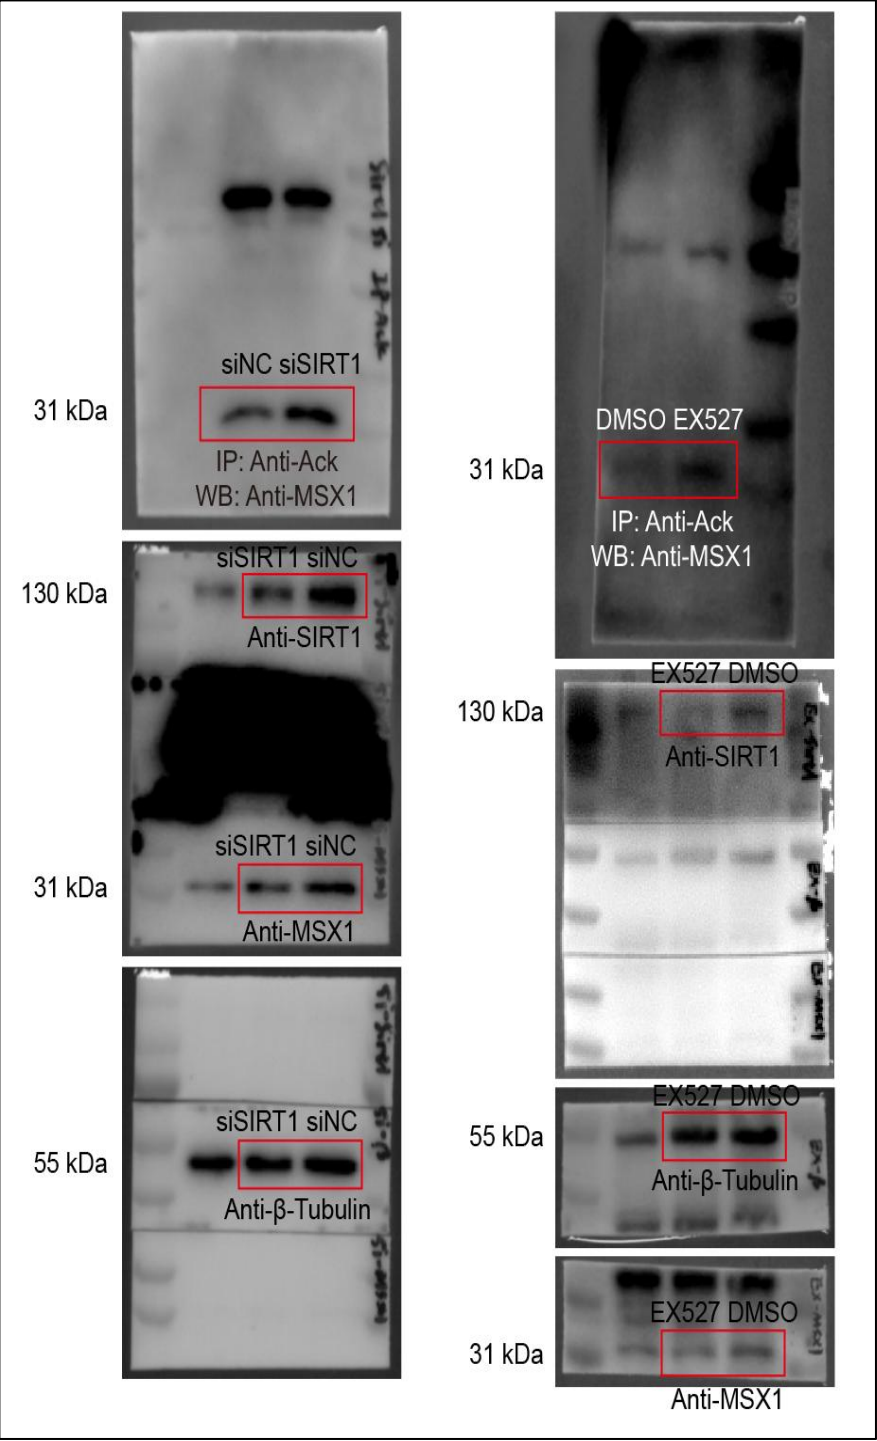

Figure. 2K

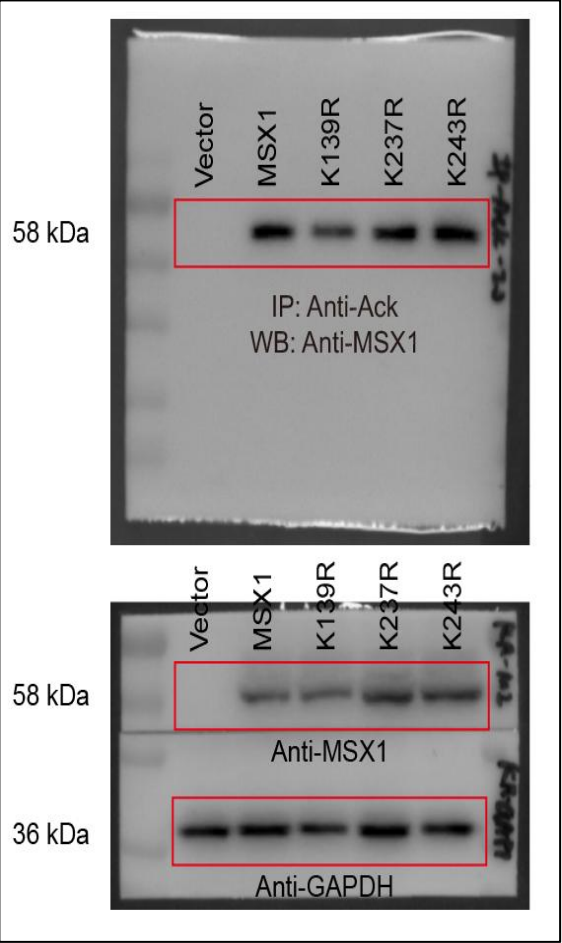

Figure. 5A

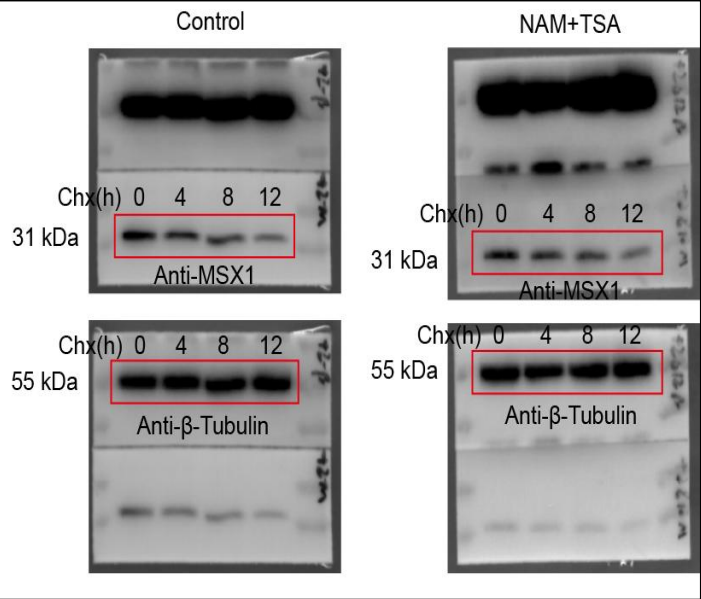

Figure. 5B

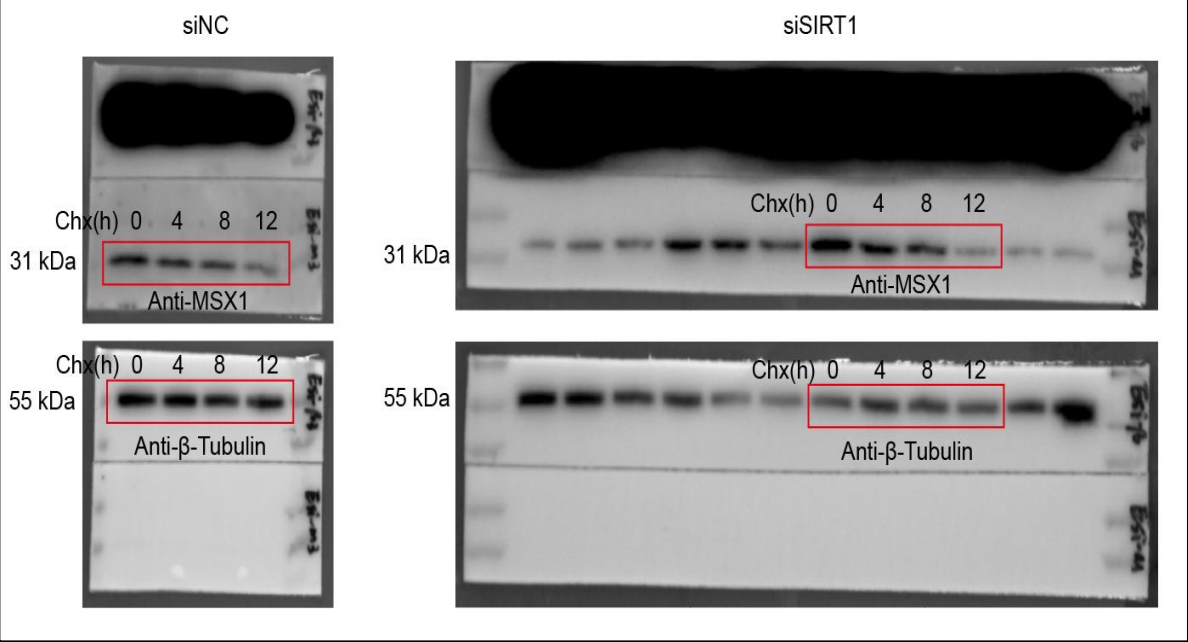

Figure. 5C

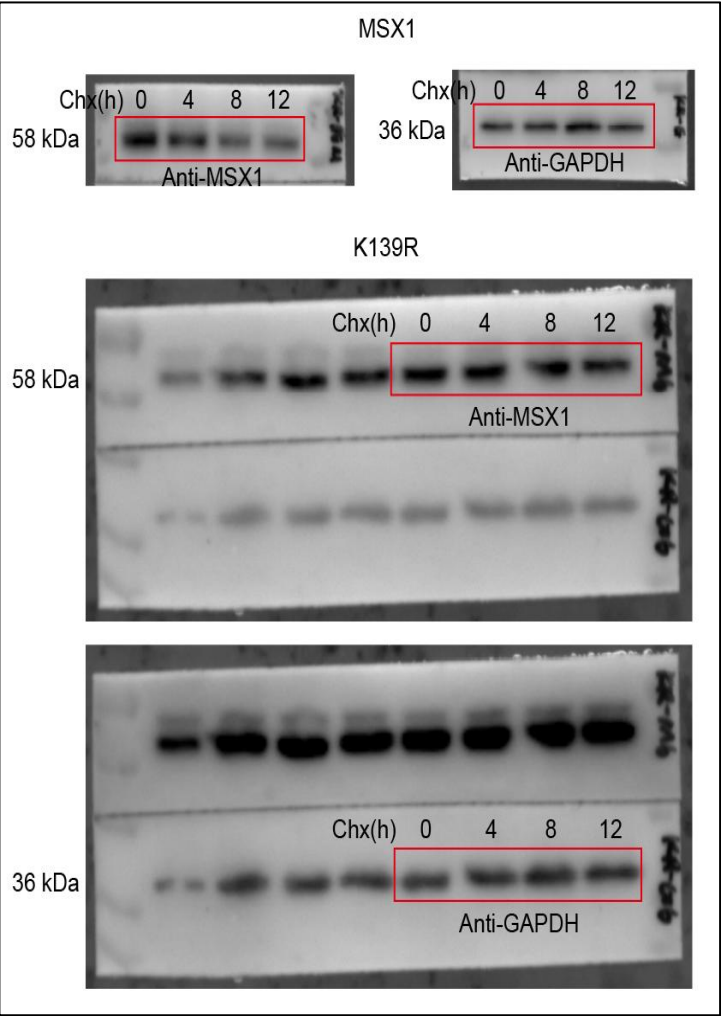

Figure. 5D

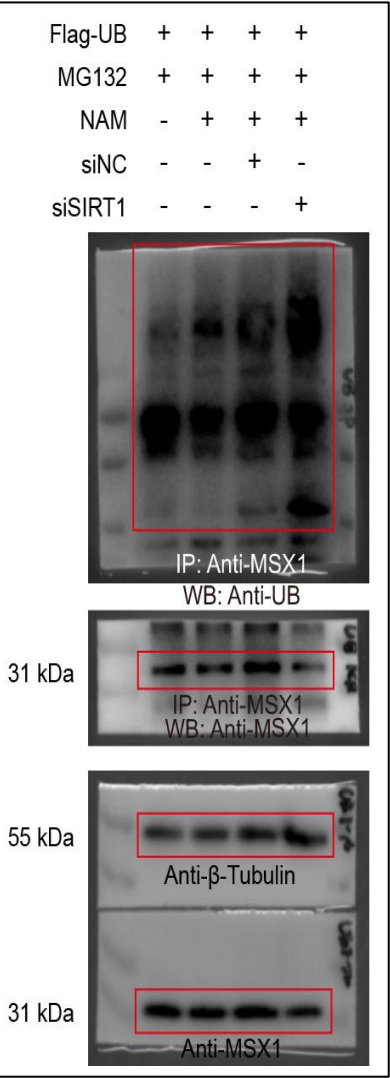

Figure. 5E

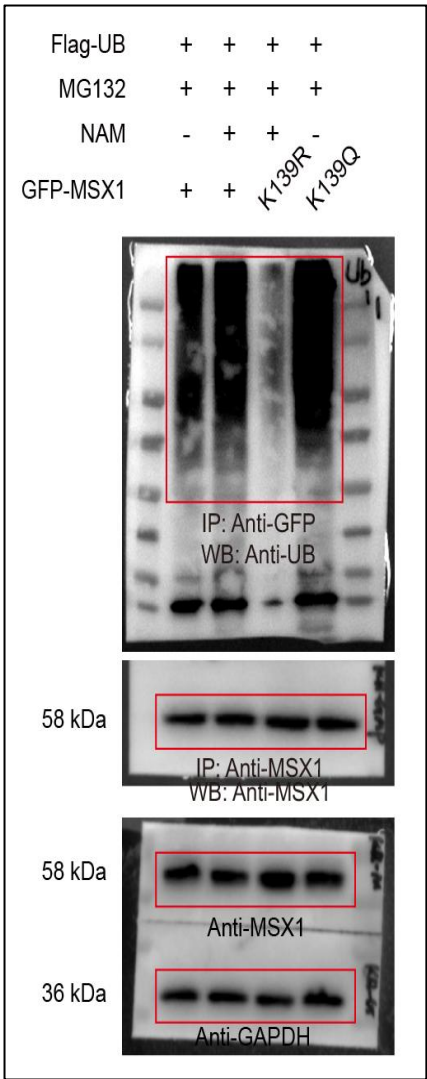

Supplementary Figure. 1C

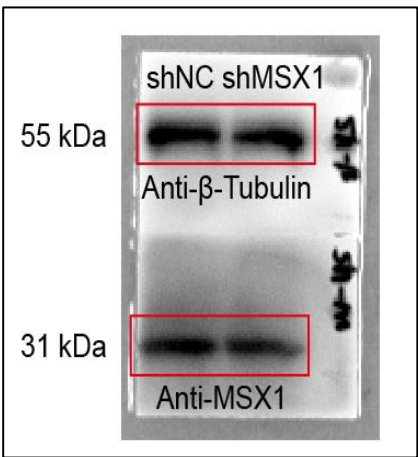

Supplementary Figure. 2C

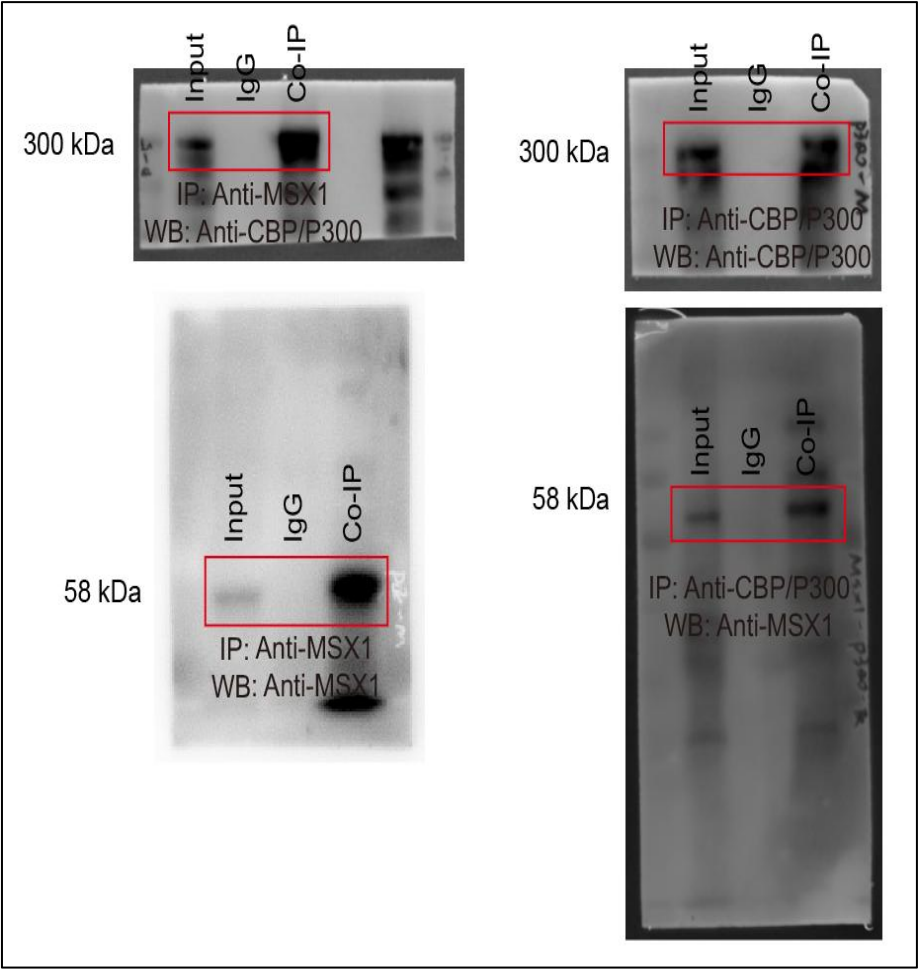

Supplementary Figure. 2G

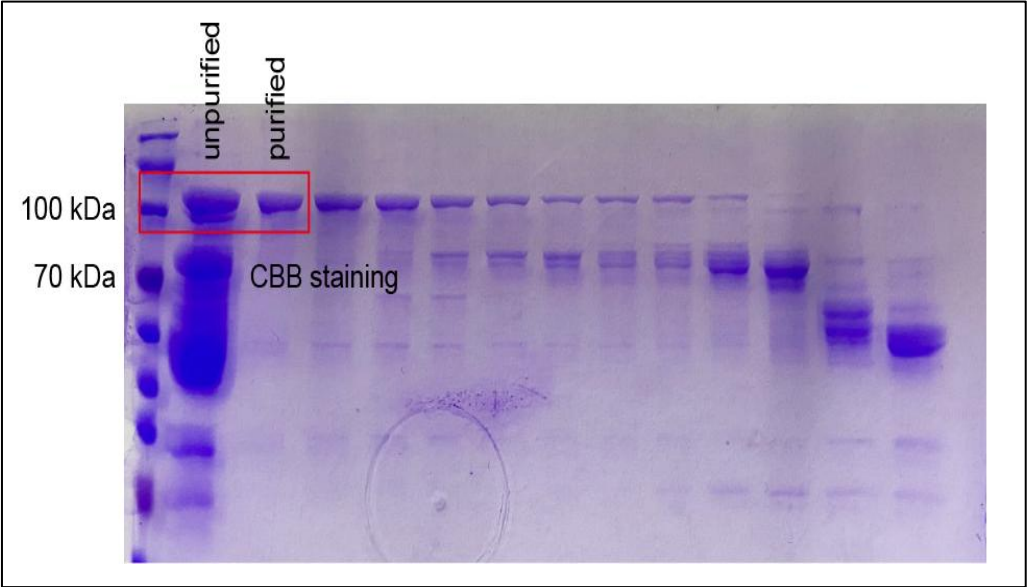

Supplementary Figure. 2I

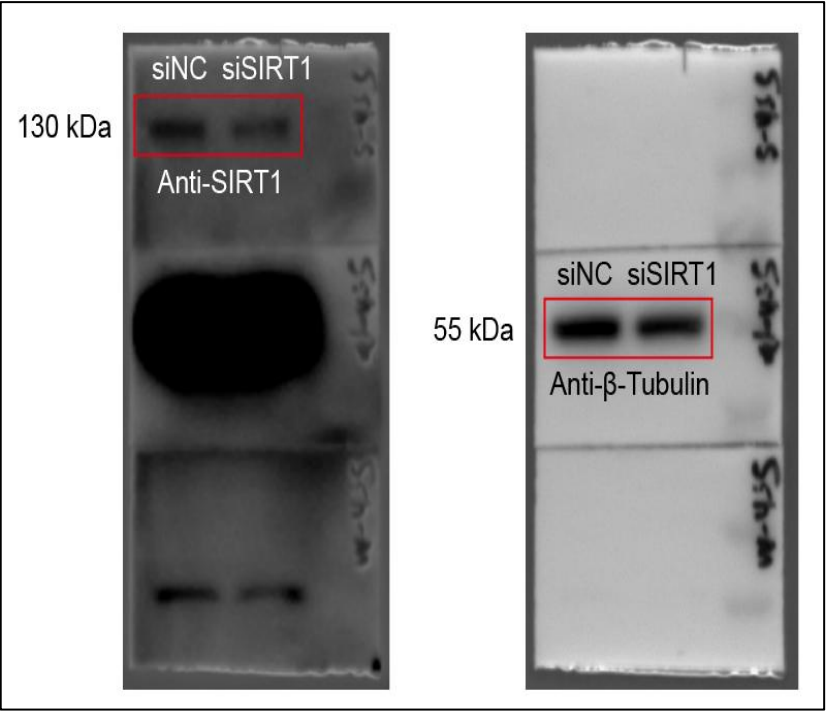

Supplementary Figure. 3B

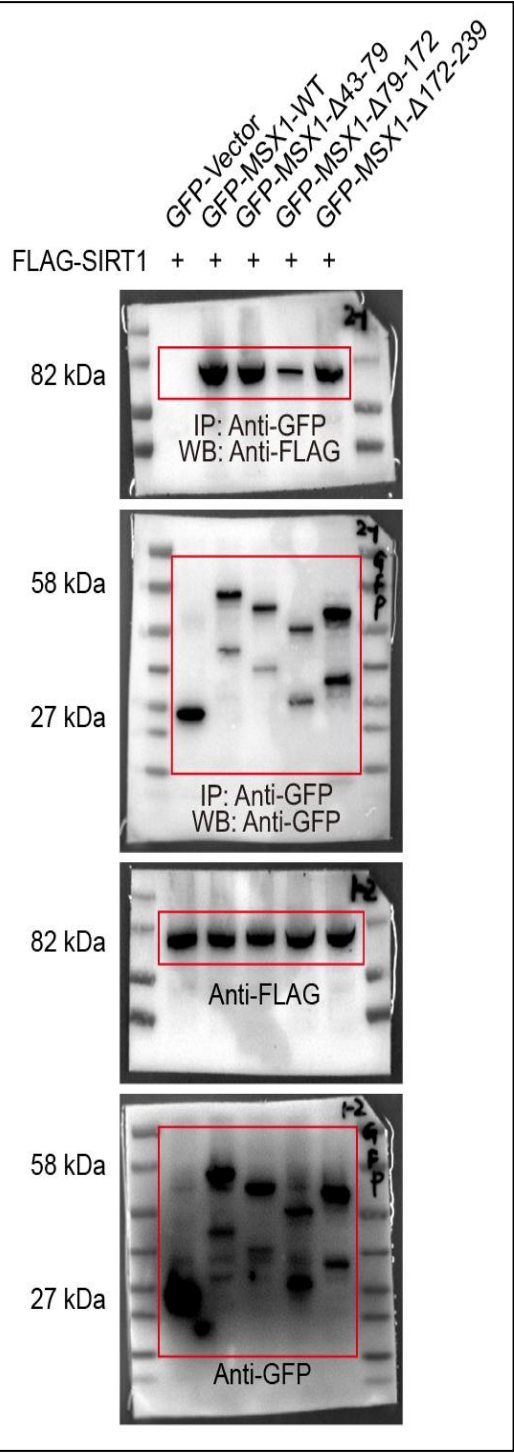

Supplementary Figure. 3C

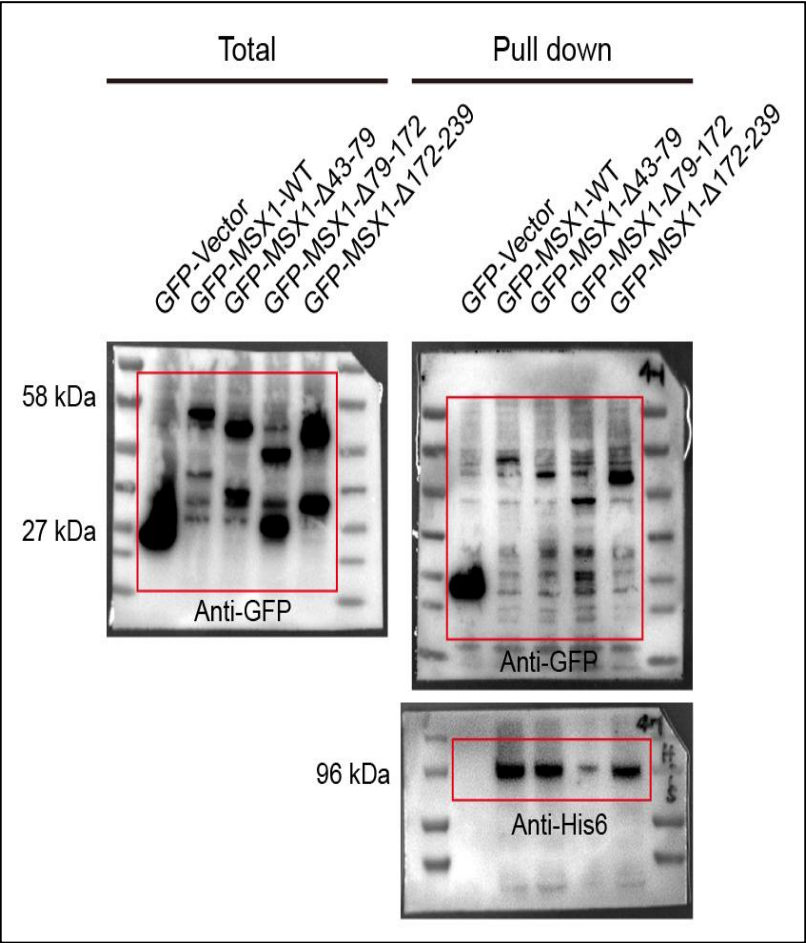

**Supplement:** Supplementary file 2 — Original western blots

How the deposited data were processed for this re-analysis (not part of the article)

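RNA from 12 libraries of cells named as palatal mesenchymal and transfected with empty vector, MSX1, K139R or K139Q plasmids was analysed, 3 libraries per group. The authors' deposited table was the input, not the reads. The paper names FastQC, Trimmomatic, featureCounts, DESeq2 and clusterProfiler, and the deposited labels name RSEM without a version. The aligner and the genome build are not given in the sources used here. The paper gives a target depth in its methods, but the table gives no counts, so the depth of each library and the counting error of each value are not known.

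The table holds scores of 666 genes, 597 of them with a gene symbol. The scores had been scaled by the authors before they were deposited: for each gene, they took the natural logarithm of the expression value plus 1 and scaled it to a mean of 0 and an SD of 1 over the 12 libraries. The expression values are whole steps of 0.01, and the smallest set of such values that gives the scores, among those searched, was taken for 665 genes. Whole multiples of the values plus 1 would give the same scores and were not excluded. On data simulated from the recovered values with fresh noise and the same scaling, 300 of 300 genes were recovered exactly. RN7SL1 was left out because no set was found. The unit of the values is not stated. Genes outside the list, among them most of those the paper counts as detected, are not in the table.

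Groups followed the titles of the labels. Values were transformed to log2(value + 1), and the 533 genes with a mean of at least 1 in at least 1 group were tested with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean and without robust fitting, all 12 libraries in one fit. Log2 fold changes are differences of group means of log2(value + 1). All 6 comparisons of groups were made, with p adjusted by the Benjamini-Hochberg method over the genes tested in each. Genes were counted at an adjusted p under 0.05 with a log2 fold change of at least 2, at least 1 or any size. On simulated data with 200 of 533 genes changed, limma made between 6 and 9 false calls per comparison and found 80% to 93% of changes of log2 size 1. The simulated noise was independent between genes, with 1 spread per gene for all groups, unlike the real libraries. Because the authors chose the listed genes on these libraries, the adjusted p does not cover the genes left out, and tests between MSX1 and the empty vector group are not independent of that choice.

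Before the data were examined, 37 gene lists and the rule for the genes named were fixed. Fig. 4D of the paper had been seen by then. The heat shock, immediate early and YAP target lists hold genes labelled in it, so the direction of those genes was known. The rule takes MSX1 and the genes the paper names for these groups in the text, in its qRT-PCR or as labels in Fig. 4D, the 10 rising and 10 falling genes with the largest change among those past the adjusted p, without overlap between the libraries of both groups and with a group mean of at least 1, and up to 4 genes per list. At most 2 genes with only an identifier are named per direction, and 1 gene that the rule takes is not reported here. The 7 lists with at least 3 tested genes were tested with fry of limma, with p adjusted over these lists. No enrichment or competitive set test was run, since the table holds only listed genes.

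The 3 MSX1 plasmid groups were compared by Euclidean distance with an exact permutation test over all 280 splits of 9 libraries. Single genes and means of gene sets were compared by exact two-sided permutation tests, whose smallest p is 0.1 with 3 libraries against 3. Overlaps and correlations between comparisons that share libraries were set beside 100 simulated draws without any change, made with the same kind of noise. The labels' batch tag equals the replicate number, so the number was used as a block in an alternative fit, by the titles' and by the library names' numbers. The mean correlation between libraries of the same number in different groups was -0.02 and -0.04 over 18 pairs. GC content was taken from GENCODE release 29 for 635 of the 666 genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

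The alternatives were other fold thresholds, pseudocounts of 0.1 and 5, no filter, a filter at a group mean of 5, quantile normalization between libraries, a fit on only the groups compared, the replicate blocks and leaving out each library. The removal of a trend with GC content from each library was added after the data had been seen.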

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

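The tests of GC content, of exchanged labels, of the authors' choice of genes and of other splits of the libraries were chosen after the results had been seen.

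ENSG00000254721 stood out because K139Q and K139R differed in it in the test of that difference itself, with expression values of 0.117 ± 0.202 and 3.11 ± 1.61 (SD, n = 3). Its log2 fold change, taken on log2(value + 1), was -1.82 (standard error 0.26, adjusted p = 0.0038 from limma). It was the 1 gene past the adjusted p in that comparison, and it did not pass with quantile normalization (-1.73) or a pseudocount of 5 (-0.65). Genes of Notch signaling are noted as a group the paper does not discuss, with 6 of 7 tested genes higher in MSX1 than in the empty vector group. This does not set them apart from the listed genes, where 362 of all 533 were higher, and under quantile normalization the adjusted p of fry was 0.38. Replication-dependent and linker histone genes, also not discussed there, stood out with the 4 tested genes of the list lower in MSX1, where 118 of all 533 were. GC content was not analysed in the paper, and the change between K139R and MSX1 had a Spearman's rho of -0.64 with it across 510 genes, while the median GC content of listed genes higher in MSX1 was 58.7%. The slope of that K139R change, -0.33 on the log2 scale per 10 percentage points of GC, is smaller in size than the range of 0.56 among the K139R libraries.

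For each pair of groups, the 6 libraries can be split in 10 ways, too few for a share under 0.05. At the adjusted p alone, the labelled groups gave 480 genes for MSX1 against the empty vector group (highest other split 0), 350 for K139R (0) and 394 for K139Q (0) against the empty vector group, 24 for K139R against MSX1 (5) and 4 for K139Q against MSX1 (0), each the largest of its 10 splits, so that 1 split gave a count as large. With a log2 fold change of at least 2, the counts were 14, 13 and 20 against the empty vector group (highest other split 0), again reached by 1 split. K139R and K139Q against MSX1 had 0 genes past that size, as had all 10 splits, where limma's counts at an unadjusted p under 0.05 were 139 and 68. K139Q against K139R had 0 (highest other split 2, all 10 splits as large) and, at the adjusted p alone, 1 gene (highest other split 72, 4 splits as large).

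A regrouping of the K139R and K139Q libraries that exchanges their replicate 1 libraries called 72 genes, against 1 gene for the labelled groups, which points to a structure of the samples other than the plasmid. After the trend with GC content was removed from each library, 12 genes were called in that regrouping, so GC-dependent differences between libraries are a candidate explanation for most of it. Exchanged labels of the replicate 1 libraries of K139R and K139Q stay open: K139R replicate 1 lay nearer to the K139Q libraries than to its own group by a distance of 2.2 after that removal, but K139Q replicate 1 differed by -0.04, beside an SD of 1.8 among distances within groups. A difference between the mutants was not tested apart from these.

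Genes higher in MSX1 than in the empty vector group were richer in GC. Of the called genes with a known GC content, 299 of 360 higher genes were called higher again after the GC trend was removed. The removal took out the trend within the listed genes only and kept each library's mean over them. Listed genes higher in MSX1 had a median GC content of 58.7%, beside 48.6% for protein-coding genes of GENCODE release 29. A GC-dependent difference over all genes could lift such genes as a whole and would stay after the removal. The calls that remained therefore do not decide whether GC-dependent differences between libraries are their whole cause. Of the 103 lower genes 48 were called lower again, which leaves that cause open for the falls as well. The trend itself, 0.51 on the log2 scale per 10 percentage points of GC, lies above the range of such trends among the libraries of the empty vector group (0.07) and of MSX1 (0.14), and beside ranges of 0.26 in K139Q and 0.56 in K139R. A GC-dependent difference common to the libraries of a group is confounded with the plasmid, so that it and an effect of MSX1 cannot be told apart as the cause of the trend. The biological explanation, that MSX1 acts on GC-rich genes, was not tested.

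Genes lower in MSX1 kept 39.0% of their mean change in K139R, and genes higher in MSX1 kept 87.8%. In K139Q the lower genes kept 56.1% and the higher genes 95.3%. After removal of the GC trend, the mean change of the lower genes in MSX1 itself was -0.49, from -0.86. The lower genes then kept 38.1% in K139R (upper bootstrap bound 53.6) and the higher genes 95.9%. The removal covers only the trend within the listed genes, and the bootstrap bound does not cover the spread among the K139R libraries. GC-dependent differences as the whole cause of this gap therefore stay open. The authors' choice of genes stays open: falls made by chance alone would keep 50%. The 39.0% lies within its SD of 11.6 among single K139R libraries, a spread wider than that of their mean. The higher genes were chosen in the same way and kept 87.8%. An effect of the mutation of lysine 139 also stays open and was not tested apart from that choice or from GC content.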

How the results depend on the processing

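The removal of a trend with GC content from each library was chosen after the data had been seen, and the other alternatives before.

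Leaving out each library in turn moved the counts against the empty vector group little, with 12 to 17 genes past both thresholds and 334 to 354 higher and 97 to 120 lower past the adjusted p alone for MSX1, 11 to 15 and 296 to 346 for K139R, and 14 to 21 and 335 to 374 for K139Q. The log2 fold change of MSX1 stayed between 8.14 and 9.12 in these. The exact p for the separation of the 3 MSX1 plasmid groups stayed between 0.0179 and 0.0464 under the pseudocounts, gene sets, scaling, distance and GC settings run. None of these settings allows for the authors' choice of genes on the MSX1 libraries. Of 2826 values of the named genes under alternatives, 2518 kept direction and call, 298 lost the call and 10 reversed. Of 210 values of the 7 lists, 205 kept theirs, 4 lost and 1 gained a call at the p of fry adjusted over the 7 lists. Size factors of DESeq2 and TMM could not be run without counts. The depth reached is not known, so its limit on low values cannot be given.

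Without each library in turn, the genes past the adjusted p ranged from 0 to 135 for K139R against MSX1, 0 to 8 for K139Q against MSX1 and 1 to 21 for K139Q against K139R, and those past both thresholds from 0 to 2 in each. The 135 came without K139R replicate 1 and so did the 21. The count was 0 without MSX1 replicate 1, MSX1 replicate 2 or K139R replicate 2, 3 without K139R replicate 3 and 14 without MSX1 replicate 3, and for K139Q against MSX1 it was 2 without any one MSX1 replicate and 1, 0 and 8 without K139Q replicate 1, 2 or 3. The genes shared by MSX1 against the empty vector group with K139R against MSX1 ranged from 0 to 128, with K139Q against MSX1 from 0 to 8, those shared by both mutant comparisons from 0 to 5 and those in all 3 from 0 to 5. In K139R against MSX1, the adjusted p of fry for histones ranged from 0.021 to 0.063 and no longer passed without MSX1 replicate 1 (0.061) or K139R replicate 1 (0.063). The variance shares ranged from 58.3% to 70.1% for the 1st and 9.7% to 16.1% for the 2nd component.

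With a fold threshold of 1, 178 genes passed for MSX1, 113 for K139R and 138 for K139Q against the empty vector group, 11 for K139R and 2 for K139Q against MSX1, and 1 for K139Q against K139R, with 5 and 2 shared. With no fold threshold these were 480, 350, 394, 24, 4 and 1, with 22 and 4 shared, 1 by both mutant comparisons and 1 by all 3. A pseudocount of 0.1 gave 62, 55, 61, 3, 1 and 1 past both thresholds with 1 shared, 14 genes past the adjusted p for K139R against MSX1 with 13 shared, and 60.7% for the 1st component. A pseudocount of 5 gave 6, 4 and 8 against the empty vector group, 12 past the adjusted p for K139R against MSX1 with 10 shared, 0 for K139Q against K139R, where limma gave 48 at an unadjusted p under 0.05 with the pseudocount of 1, 0 shared by both mutant comparisons and by all 3, and 73.1% for the 1st component. A larger pseudocount shrinks the fold change of low values by its construction.

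The stricter filter, which tests 170 genes, left 122 higher and 35 lower genes past the adjusted p for MSX1 against the empty vector group, 128 for K139R and 136 for K139Q, 7 for K139R against MSX1, 0 for K139Q against K139R, 6 shared, and 2 shared by both mutant comparisons and by all 3. Without a filter, 665 genes were tested, 13 passed for K139R against MSX1 and 12 were shared. With the titles' number as a block, 7 passed for K139R against MSX1, 7 were shared, and 0 by both mutant comparisons or by all 3, and the adjusted p of fry for histones in K139R against MSX1 was 0.053. With the library names' number these were 2, 2, 0 and 0, and 1 gene passed for K139Q against MSX1, shared by 1. With only the groups compared in the fit, 9 passed for K139Q against MSX1, and 9 were shared. The cause was not tested.

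Quantile normalization left 175 higher genes for MSX1 against the empty vector group, 179 genes for K139R and 232 for K139Q against the empty vector group, 10 past both thresholds for K139Q, 0 for K139Q against K139R, and 2 shared by both mutant comparisons and by all 3. Reversed were DNAJB1 (-1.06 in MSX1, -0.69 in K139R and -0.87 in K139Q against the empty vector group), HSP90AA1 (-2.24, -2.24 and -2.40) and HSPB1 (-0.33 in K139R and -0.02 in K139Q). The adjusted p of fry became 0.38 for Notch in MSX1 against the empty vector group and 0.0044 for heat shock, as lower, in K139R against MSX1. Quantile normalization moved the median of all genes by -0.46 in MSX1 against the empty vector group and by -0.52 in K139R and in K139Q, since it forces one distribution on a table chosen with more rising than falling genes. With the GC trend removed, 50 genes passed as lower in MSX1 than in the empty vector group, CXCL8 reversed in K139R against MSX1 (-0.07) and SKIL in MSX1 against the empty vector group (0.14), 2 genes were shared by both mutant comparisons and by all 3, the 2nd component held 8.5%, and the median moved by -0.16 in MSX1 against the empty vector group. With each gene scaled to unit variance, the 1st component held 60.4%.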

Differences from the paper's values

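The ratio of group means was computed only after the data had been seen, and the other alternatives in this part were set before.

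At the thresholds of the paper's text, p of at most 0.05 and a log2 fold change of at least 2 in size, where its methods give an FDR-adjusted p under 0.05, the paper reports 666 genes between MSX1 and the empty vector group, 480 higher and 186 lower. The values here, at an adjusted p, for the 533 genes tested and with fold changes of log2(value + 1), were 14, 13 and 1. Among the alternatives set before the data were examined, the one with no fold threshold gave 480 genes, 362 of them higher, both within 1.5 times the paper's counts, and 118 lower, which is not. With a fold threshold of 1 the counts were 178, 154 and 24, and the other alternatives, with pseudocounts, filters, quantile normalization, fewer groups, blocks or a library left out, gave totals from 6 to 62, all differing. All 666 genes are in the table, with 480 and 186 by the direction of their means. The dashed lines of Fig. 4D stand at about 1 on the log2 scale, read by eye, so the fold threshold behind the paper's counts is not known. The ratio of the group means without a pseudocount, computed after the data had been seen, had a log2 size of at least 1 for 581 of the 665 genes recovered, 446 higher and 135 lower, and of at least 2 for 129, 103 higher and 26 lower.

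The paper's counts of genes for K139R and for K139Q against MSX1 could not be recomputed, since the table lists only the genes of MSX1 against the empty vector group. For the genes shared by MSX1 against the empty vector group and K139R against MSX1, the paper's Venn diagram gives about 5 in Fig. 4E, read by eye, and the value here was 0. A fold threshold of 1 gave 5, no fold threshold gave 22, a pseudocount of 0.1 gave 1 and the other alternatives gave 0. For those shared with K139Q against MSX1 it gives about 6 in Fig. 4E, read by eye, and the value here was 0. No fold threshold gave 4, which is within 1.5 times, a fold threshold of 1 gave 2, and the other alternatives gave 0. For all 3 comparisons the paper gives 0, and the 0 here was fixed by the mutant comparisons, which had no gene past both thresholds.

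The paper gives 30.34% of the variance for the 1st principal component, and the value here was 65.0%. It was computed on 533 of the listed genes, a narrower set than the transcriptome the paper describes, and the alternatives ranged from 58.3% to 73.1%, all differing.

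Of the 28 genes labelled in Fig. 4D, 13 could be tested and 15 are not among the listed genes. CENPBD1P, labelled there as higher in K139Q than in MSX1, had a log2 fold change of 1.42 in that comparison here and did not pass the adjusted p of limma, nor did it in K139R against MSX1 (1.11) or in MSX1 against the empty vector group (-0.92). ENSG00000285565, labelled in the same panel, had 1.26 there and did not pass either, while EGR1 (1.42), also labelled in it, and ENSG00000283515 (1.29), labelled as higher in K139R than in MSX1, passed.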

Other observations

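The GC removal named here was chosen after the data had been seen.

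Several genes that mark cell types or signals, genes of mesenchyme among them, were at low expression values in all groups. MYOD1, a transcription factor of skeletal muscle that the paper tests by qRT-PCR, was at 0.153 in the empty vector group and at 0.657, 0.317 and 0.720 in the MSX1, K139R and K139Q groups, below the filter. SHH was at 0.137, 0.557, 0.503 and 0.330 in the same order, also below it. COL1A1, an abundant collagen gene of mesenchyme, was at 4.31, 10.6, 7.21 and 9.21. Whether the cells were palatal mesenchymal, as the paper and the labels name them, was not tested. SNAI1, a transcription factor of mesenchymal cells, was at 0.987, 3.70, 3.26 and 4.10 and had a log2 fold change of 1.24 in MSX1 against the empty vector group (standard error 0.24, adjusted p = 0.00065 from limma), but did not pass between the mutants and MSX1. Of the genes the paper measured by qRT-PCR in these groups, 19 are not among the listed genes, 2 were below the filter and 1 was tested.

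Of the 37 gene lists, 13 had no member among the listed genes: BMP signaling, the paper's apoptosis genes, pro-survival genes, p53 targets, the unfolded protein response, the proteasome, sirtuins and other deacetylases and acetyltransferases, interferon response, cholesterol synthesis, ribosomal proteins, mitochondrial DNA-encoded genes, the cell cycle and endothelial markers. Single genes of the other lists rose in MSX1 against the empty vector group: HMOX1, a heme oxygenase of oxidative stress, at a log2 fold change of 1.81, S100A4 at 1.60, TNNT1 of skeletal muscle at 1.29, OSGIN1 at 1.01, the pro-death gene BIK at 0.92, NUAK2 at 0.82, ICAM1 at 0.70, CXCL8 at 0.57 and COMP at 0.56. Under quantile normalization BIK (0.39), OSGIN1 (0.54), TNNT1 (0.55), ICAM1 (0.39), CXCL8 (0.27) and COMP (0.15) no longer passed, and COMP (0.08) did not after GC removal. SKIL of TGF-beta signaling had -0.98 there, and 0.14 after the GC trend was removed. FGF5 did not pass (0.13, adjusted p = 0.67 from limma). SHH signaling and the paper's palatogenesis genes had no member above the filter, and of the craniofacial and homeobox lists MSX1 alone was.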
